# Essential roles of mitochondrial biogenesis regulator Nrf1 in retinal development and homeostasis

**DOI:** 10.1186/s13024-018-0287-z

**Published:** 2018-10-17

**Authors:** Takae Kiyama, Ching-Kang Chen, Steven W Wang, Ping Pan, Zhenlin Ju, Jing Wang, Shinako Takada, William H Klein, Chai-An Mao

**Keywords:** Mitochondrial biogenesis, Nrf1, Retinal progenitor cell, Retinal ganglion cell, Optic atrophy, Photoreceptor degeneration

## Abstract

**Background:**

Mitochondrial dysfunction has been implicated in the pathologies of a number of retinal degenerative diseases in both the outer and inner retina. In the outer retina, photoreceptors are particularly vulnerable to mutations affecting mitochondrial function due to their high energy demand and sensitivity to oxidative stress. However, it is unclear how defective mitochondrial biogenesis affects neural development and contributes to neural degeneration. In this report, we investigated the in vivo function of nuclear respiratory factor 1 (Nrf1), a major transcriptional regulator of mitochondrial biogenesis in both proliferating retinal progenitor cells (RPCs) and postmitotic rod photoreceptor cells (PRs).

**Methods:**

We used mouse genetic techniques to generate RPC-specific and rod PR-specific *Nrf1* conditional knockout mouse models. We then applied a comprehensive set of tools, including histopathological and molecular analyses, RNA-seq, and electroretinography on these mouse lines to study Nrf1-regulated genes and Nrf1’s roles in both developing retinas and differentiated rod PRs. For all comparisons between genotypes, a two-tailed two-sample student’s *t*-test was used. Results were considered significant when *P* < 0.05.

**Results:**

We uncovered essential roles of Nrf1 in cell proliferation in RPCs, cell migration and survival of newly specified retinal ganglion cells (RGCs), neurite outgrowth in retinal explants, reconfiguration of metabolic pathways in RPCs, and mitochondrial morphology, position, and function in rod PRs.

**Conclusions:**

Our findings provide in vivo evidence that Nrf1 and Nrf1-mediated pathways have context-dependent and cell-state-specific functions during neural development, and disruption of Nrf1-mediated mitochondrial biogenesis in rod PRs results in impaired mitochondria and a slow, progressive degeneration of rod PRs. These results offer new insights into the roles of Nrf1 in retinal development and neuronal homeostasis and the differential sensitivities of diverse neuronal tissues and cell types of dysfunctional mitochondria. Moreover, the conditional *Nrf1* allele we have generated provides the opportunity to develop novel mouse models to understand how defective mitochondrial biogenesis contributes to the pathologies and disease progression of several neurodegenerative diseases, including glaucoma, age-related macular degeneration, Parkinson’s diseases, and Huntington’s disease.

## Background

Mitochondrial biogenesis is a dynamic subcellular process through which existing mitochondria continuously import and integrate new proteins and lipids, replicate mitochondrial DNA (mtDNA), and fuse and divide upon environment changes. This process is intricately regulated to maintain a healthy mitochondrial network, essential for energy homeostasis, metabolism, signaling, and apoptosis. The vast majority of the ~ 1500 proteins involved in mitochondrial structure and function are encoded by nuclear genes, which are regulated in concert with a set of transcriptional regulators, including peroxisome proliferative activated receptor gamma coactivator 1 (PGC-1) family members, nuclear respiratory factor 1 (Nrf1), and nuclear respiratory factor 2 (Nrf2/GABP) [1–4].

*Nrf1* encodes an evolutionarily conserved transcription activator [5–9]. Nrf1 binds to GC-rich DNA elements in promoters of many nuclear genes required for mitochondrial biogenesis and respiratory function [9–11]. In primary cortical neurons, Nrf1 has been shown to co-regulate all cytochrome c oxidase (COX) subunits and several glutamatergic neurochemicals, implying that a Nrf1-mediated higher-order mechanism coordinately controls the expression of genes involved in neuronal activity and energy metabolism [12–15]. In muscle, Nrf1 has been shown to be a direct PGC-1 target, the master regulator of mitochondrial biogenesis, whose dysfunction has been implicated in several neurodegenerative diseases, such as Parkinson’s disease [1, 4]. In addition, Nrf1 plays a significant role in cell growth and proliferation. A recent study using chromatin immunoprecipitation sequencing (ChIP-seq) analysis identified 2470 potential Nrf1 targets in human neuroblastoma cells, indicating roles for Nrf1 in regulating genes for mitochondrial biogenesis and cell growth and in the pathogenesis of neurodegenerative diseases [16]. Interestingly, several genes involved in the glycolytic pathway, such as PFKB2, PGAM1, PGKM5, and ALDOA, were also found in this list, suggesting a possible Nrf1 role in reprogramming metabolic processes. Nrf1 also interacts with several proteins involved in different cellular functions. For example, it interacts directly with poly(ADP-ribose) polymerase 1 (PARP-1), and PARP-1 modulates Nrf1’s DNA-binding domain for transcriptional regulation [17]. Dynein light chain was also shown to interact with NRF-1, although the functional significance remains unknown [18].

Several in vivo studies have revealed distinct functions of *Nrf1* in different developing organisms. In zebrafish, an insertional mutation in the *Nrf1* locus caused a cell death phenotype in developing photoreceptors [7]. In Drosophila, the *Nrf1* homolog gene *erect wing* (*ewg*) has been shown to regulate Hippo pathway activity in a neuronal subtype-specific manner to determine neuronal fate in developing retinas [19]. In mice, *Nrf1*-null embryos fail to maintain mtDNA and die between embryonic day 3.5 (E3.5) and 6.5 [20]. These studies offer insights into the understanding of Nrf1’s in vivo function in different developmental systems and cellular context, but how Nrf1-regulated pathways function in retinal development and how they contribute to defective mitochondrial biogenesis to affect neural development and contribute to neural degeneration is unknown.

In this report, we studied the function of Nrf1 during mouse retinal development. We show that *Nrf1* is expressed in proliferating retinal progenitor cells (RPCs) in embryonic retinas and enriched in retinal ganglion cells (RGCs) and rod photoreceptors cells (PRs), both of which consume large amounts of energy. Using cell-type-specific *Nrf1* knockout mice, we demonstrate that *Nrf1* controls cell proliferation in RPCs and the extension of neurite processes in developing retinal neurons. Nrf1-deficient embryonic retinas exhibited affected expression of genes involved in multiple cellular processes. In differentiated rod PRs, deleting *Nrf1* caused abnormal mitochondrial morphology, deteriorated mitochondrial functions, abnormal photoreceptor inner and outer segments, and reduced electroretinography (ERG) activities. Eventually, mutant rod PRs completely degenerated. Together, these results demonstrate the crucial role of Nrf1-mediated mitochondrial biogenesis in retinal development and homeostasis and provide new insights into Nrf1 function in neurite outgrowth and metabolic reprogramming.

## Methods

### Gene targeting and animal breeding

A Nrf1-targeted embryonic stem (ES) clone was obtained from the knockout mouse project repository (http://www.mousephenotype.org/data/alleles/MGI:1332235/tm1a(KOMP)Wtsi). This allele contains 2 loxP sites inserted into the third and fourth introns, and a FLP recombinase target (FRT)-site flanked T2A-LacZ-T2A-neomycin fusion cassette inserted into intron 3. Exon 4 in the floxed allele can be deleted by Cre-mediated recombination. ES cells were injected into B6(GC)-Tyrc-2 J/J blastocysts, and the injected blastocysts were transferred into C57/BL6 albino females. Chimeric males obtained by blastocyst injection were bred to wildtype B6(GC)-Tyrc-2 J/J females to generate the *Nrf1*^*LacZ/+*^ allele, which was subsequently bred with a 17T17T*Rosa26-FLPeR*0T17T0T17T 0T0Ttransgene to remove a *LacZ-neomycin* fusion cassette to generate a *Nrf1*^*flox/+*^ allele (Fig. 1a). PCR primers used to distinguish the *Nrf1*^*flox*^ allele from the wildtype allele were U5 (5’-CCAAGACTTGTATGCATTGGTCTCAG-3′) and U3 (5’-GCACTTCTGGCTCCATGGTCC-3′) (Fig. 1a, b). PCR primers for *Six3-Cre* were Cre1 (5′-AACGAGTGATGAGGTTCGCAAGAAC-3′) and Cre2 (5′-CGCTATTTTCCATGAGTGAACGAACC-3′); and for *Rho-iCre* were iCre1 (5’-GGATGCCACCTCTGATGAAG-3′) and iCre2 (5’-CACACCATTCTTTCTGACCCG-3′). Embryos were designated as E0.5 at noon on the day in which vaginal plugs were observed. Both male and female mice were used in this study, and no differences were observed according to sex.

**Fig. 1:**
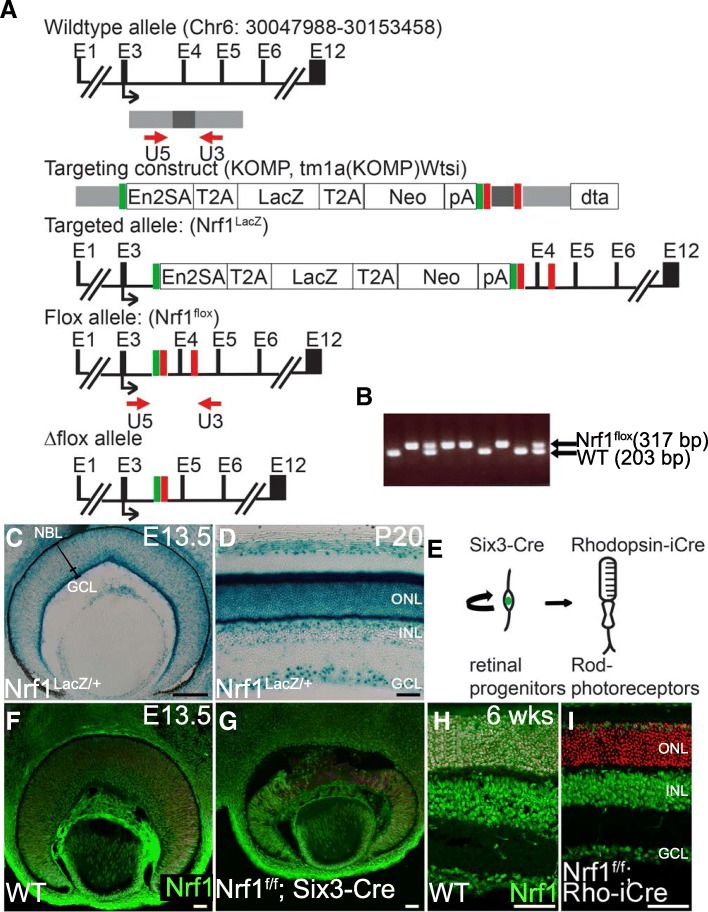
Generation of Nrf1 expression and conditional *Nfr1* alleles. (**a**) Genomic structure of *Nrf1*, the targeting construct, the targeted *Nrf1*^*LacZ*^ and *Nrf1*^*flox*^ alleles, and the deleted allele. Exons are indicated as E1-E12. The gray and black bars indicate the regions used in the targeting construct. A black arrow indicates the translational start site for the Nrf1 protein. Red arrows indicate PCR primers used for PCR genotyping of the wildtype and floxed alleles. Red boxes indicate loxP sites, and green boxes indicate FRT sites. (**b**) PCR genotyping using U5 and U3 primers for wildtype (203 bp) and floxed (317 bp) alleles. (**c**, **d**) Nrf1 expression during retinogenesis revealed by LacZ expression in *Nrf1*^*LacZ/+*^ retinas at E13.5 (**c**) and P20 (**d**). (**e**) Schematic representation of the developing retinal cells expressing Six3 and rhodopsin. Proliferative retinal progenitor cells expressing Six3 will give rise to all mature retinal cells. Rhodopsin is expressed in differentiated rod photoreceptor cells. (**f–i**) Nrf1 expression detected by immunofluorescent staining on E13.5 wildtype (**f**) and *Nrf1*^*f/f*^*;Six3-Cre* (**g**) retinal sections and on 6-week-old wildtype (**h**) and *Nrf1*^*f/f*^*;Rho-iCre* (**i**) retinal sections. Scale bars: 100 μm in C, 50 μm in **d**-**i**. ONL: outer nuclear layer. INL: inner nuclear layer. GCL: ganglion cell layer. WT: wildtype. NBL: neural blast layer

### Histology, immunohistochemistry, X-gal staining, COX activity

Embryos or eyeballs dissected from mice were fixed in 4% paraformaldehyde at 4 °C for 2 h or overnight, embedded in paraffin or optimal cutting temperature (OCT) compound, and sectioned into 7 μm thickness for histological analysis. After dewaxing and rehydration, the sections were stained with Hematoxylin and Eosin.

For immunohistochemical analysis, cryo- or paraffin-embedded embryos or eyes were sectioned into 7 μm or 30 μm thickness. Sections were heat-treated in a microwave oven at 600 W in 10 mM sodium citrate for 15 min. The sections were blocked with 2% bovine serum albumin and 5% normal serum for 2 h at room temperature. The primary antibody was applied to the sections for 1–3 days at 4^o^C. The primary antibodies used were mouse anti-Nrf1 (1:300, catalog #PCRP-NFR1-3D4; DSHB, The University of Iowa, Iowa City, IA), mouse anti-Isl1 (1:200, catalog# 37.3F7; DSHB), goat anti-Brn3/Pou4f2 (1:150, catalog #sc-6026; Santa Cruz Biotechnology, Dallas, TX), mouse anti-Pax6 (1:200, catalog #MAB5552; Chemicon, Burlington, MA), sheep anti-Chx10 (1:300, catalog #X1180P; Exalpha, Shirley, MA), rabbit anti-cleaved caspase-3 (1:300, catalog #9579; Cell Signaling, Danvers, MA), mouse anti-BrdU (1:10, catalog #05–633; Millipore, Burlington, MA), mouse anti-Phospho-Histone H3/PH3 (1:700, catalog #9706; Cell Signaling), rabbit anti-Cyclin D1 (1:300, catalog #MA1–39546; Thermo Fisher Scientific, Waltham, MA), mouse anti-rhodopsin (1:20, catalog #MS-1233-R7; Thermo Fisher Scientific), rabbit anti-cone arrestin (1:2000, catalog #AB16282; Millipore), and rabbit anti-Tfam (1:500, catalog #ab131607; Abcam, Cambridge, MA). Secondary antibodies conjugated with Alexa-488, 555 or 633 (Thermo Fisher Scientific) were used in 1:800 dilution. For indirect immunofluorescence, a tyramide signal amplification kit was used (PerkinElmer, Waltham, MA). HRP-conjugated secondary antibodies were from Jackson ImmunoResearch Laboratories (West Grove, PA). DAPI (2.5 μg/ml, catalog #D1306; Thermo Fisher Scientific) was used to stain nuclei. Images were captured using Olympus (Tokyo, Japan) FluoView 1000 or Zeiss (Thornwood, NY) LSM 780 confocal microscopes. SimplePCI software (Hamamatsu Corporation, Sewickley, PA) was used to analyze the number of cells.

For X-gal staining, embryos or eyes were fixed in 10% formalin for 30 min, embedded in OCT compound, and sectioned into 30 μm thickness. Sections were dried at room temperature for 3 h, washed with wash buffer (0.1 M sodium phosphate containing 2 mM MgCl_2_, 0.01% deoxycholate, and 0.02% Nonidet P-40). LacZ color reaction was performed in wash buffer containing 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, and 1 mg/ml X-gal at 37^o^C overnight. Color reaction was terminated by incubation in 10% formalin for 10 min. Post-fixed sections were washed, dehydrated, and mounted with Cytoseal 60 (Thermo Fisher Scientific). Images were collected with a Canon EOS 10 digital camera (Melville, NY) mounted on an Olympus IX71 microscope.

Cytochrome c oxidase (COX) analysis was performed as described previously [21] with slight modifications. E13.5 embryonic heads from wildtype and *Nrf1*^*f/f*^*;Six3-Cre* embryos or 6 week-old adult eyeballs from wildtype and *Nrf1*^*f/f*^*;Rho-iCre* were fixed in 10% formalin for 20 min at room temperature. Samples were washed in phosphate buffered saline (PBS) 3 times and embedded in OCT; 14 μm cryo-sections were collected. Sections were dried at 4^o^C for 1 hour, rehydrated, and incubated in COX reacting solution (1× DAB, 100 μM cytochrome C, and 2 μg/ml bovine catalase in 0.1 M PBS, pH 7.0) at 37^o^C. Color reactions were terminated by incubating in 10% formalin for 10 min. Post-fixed sections were washed, dehydrated, and mounted with Cytoseal 60. Images were collected as described for X-gal staining.

### BrdU labeling and TUNEL assays

Terminal deoxynucleotidyl transferase dUTP nick end label (TUNEL) assays were performed using an in situ cell death detection kit (Roche, Pleasanton, CA). For pulse labeling with BrdU, 0.1 mg per body gram of BrdU (Sigma, St. Louis, MO) was injected intraperitoneally into pregnant females 1 h before embryo collection.

### RNA sequencing analysis

Eighteen retinas from wildtype and *Nrf1*^*f/f*^*;Six3-Cre* embryos at E13.5 of multiple littermates were pooled, and RNA was extracted using TRI reagent (Sigma) and purified with a Pure Link RNA mini kit (Thermo Fisher Scientific). RNA sequencing (RNA-seq) was performed in the Sequencing and Microarray Core Resource Facility at The University of Texas MD Anderson Cancer Center. RNAs were treated with DNase, and cDNAs were synthesized using a cDNA synthesis kit (NuGen, San Carlos, CA). One hundred nt paired-end reads were obtained using an Illumina HiSeq 3000 Next Generation Sequencing instrument (San Diego, CA). The RNA-seq experiment was duplicated, thus making statistical comparisons possible, although there is still a lack of statistical power. The RNA-seq reads were mapped to the mouse genome (mm10) via the Tophat 2.7.2 program. We performed QC and sum counts (reads) for each gene using HTseq. The differential expression analyses were performed by Cuffdiff software. Nrf1-dependent genes (fold change ≥ 1.4; adjusted *P*-value ≤ 0.2) were analyzed with DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/home.jsp). The raw datasets and normalized count data for each gene have been deposited in NCBI (GSE101550).

### Retinal explant culture

Retinal explant culture was described previously [22]. In brief, retinas were isolated from E13.5 wildtype and *Nrf1*^*f/f*^*;Six3-Cre* embryos and cut in 4 pieces, then placed on laminin-coated coverslips and cultured in Neurobasal media containing N2 supplement and penicillin-streptomycin (Thermo Fisher Science). Images were examined and collected using an Olympus IX-70 inverted microscope.

### In situ hybridization

Embryo heads from wildtype and *Nrf1*^*f/f*^*;Six3-Cre* at E13.5 were dissected and fixed in fresh 10% neutral buffered formalin for 24 h. Samples were washed with PBS then dehydrated with serial ethanol and embedded in paraffin. Sections were cut to 7 μm or 10 μm in thickness. In situ hybridization was performed as described previously [23]. Antisense *Idh1* (957 bp) and *Ldha* (950 bp) probes were cloned by reverse transcriptase PCR using Idh1 probe F (5’-AGGTTCTGTGGTGGAGATGC-3′), Idh1 probe R (5’-GACGTCTCTTGCCCTTTCTG-3′), Ldha probe F (5’-TCCGTTACCTGATGGGAGAG-3′) and Ldha probe R (5’-ACACTTGGGTGGTTGGTTCC-3′). RNAscope in situ hybridization (ISH) was performed using the RNAscope 2.5 HD Detection Reagents-Brown kit following manufacturer’s protocol (cat# 322310, Advanced Cell Diagnostics, Newark, CA). According to instructions, each mRNA molecule hybridized to a probe appears as a separate brown color dot. The probes used were mouse Cpt1a-C1 (cat# 443071) and mouse Slc16a1-C1 (cat# 423661).

### Quantitative reverse transcriptase PCR (qRT-PCR)

Eight retinas from wildtype or *Nrf1*^*f/f*^*;Six3-Cre* embryos at E13.5 or one retina from wildtype or *Nrf1*^*f/f*^*; Rho-iCre* at 6 weeks old of multiple littermates were pooled, and RNAs were extracted using TRI reagent (Sigma). First-strand cDNA was synthesized using the Superscript III First-Strand Synthesis System (Thermo Fisher Scientific). Real-time PCR was performed using CFX Connect Real-Time System (BioRad, Hercules, CA) with SsoAdvanced Universal SYBR Green Supermix (BioRad). Relative RNA levels were normalized to that of *β-actin*. Sequences of PCR primers are listed in Table 1.

**Table 1:** Primer sets used for qRT-PCR

Gene	Position	5′-sequence-3’
b-actin	Forward	CAACGGCTCCGGCATGTGC
	Reverse	CTCTTGCTCTGGGCCTCG
CCND1	Forward	GCACTTTTGGTCAGCTAGCT
	Reverse	GACATGGCCCTAAACCTTCT
Gli1	Forward	ACTGGGGTGAGTTCCCTTCT
	Reverse	AGGACTACCCAGCAAATCCT
Mapt	Forward	AATGGAAGACCATGCTGGAG
	Reverse	TCCCAATCTGAGTCCCAAAG
Ret	Forward	TGGCACACCTCTGCTCTATG
	Reverse	CTGTTCCCAGGAACTGTGGT
Stmn3	Forward	CCCGAACACCATCTACCAGT
	Reverse	CTTCTGCAGCTCTTCCAAGG
Ncan	Forward	GTGGCTGCTTCTCCTAGTGG
	Reverse	AATGTCTCGCAGGGAGCTTA
Ina	Forward	TTCGGGAATACCAGGACTTG
	Reverse	GTGCTAAACCGCGTCTCTTC
Islr2	Forward	CTCTGCCTTTTCAAGGATGC
	Reverse	CGCTGAGTTGAAAGGCCTAC
Nell2	Forward	CACAGTTGACCTTTCCTGCT
	Reverse	CAGCACAAATGGCCATTCTT
Stmn2	Forward	GCAATGGCCTACAAGGAAAA
	Reverse	GGTGGCTTCAAGATCAGCTC
Gap43	Forward	GTGCTGCTAAAGCTACCACT
	Reverse	CTTCAGAGTGGAGCTGAGAA
Nrn1	Forward	CCAGGGGAATGACTTCAAGA
	Reverse	TTTCGCTTTTCTGGAGGAGA
Syt4	Forward	TGTTGTAGGTGATGGTTTCA
	Reverse	AGACCATGGTTCTTAGGTGA
Dcx	Forward	ACAGATGTCAACCGGGAAAG
	Reverse	TCGTTCGTCAAAATGTCCAA
Pou4f1	Forward	AGGCCTATTTGCCGTACAA
	Reverse	CGTCTCACACCCTCCTCAGT
Irx4	Forward	GAGACCACCAGCACACTGAA
	Reverse	AGGTGGAAACCTGTGTGAGG
Cx3cr1	Forward	AGCCCAGGGGAAGAAATAGA
	Reverse	CTCTGTTGGCTCCAGTCTCC
Capn3	Forward	GCTTCTGGAGGAAGACGATG
	Reverse	TTTGGGAACCTCGTAGATGG
Igfbp7	Forward	GGAAAATCTGGCCATTCAGA
	Reverse	TGCGTGGCACTCATACTCTC
Vit	Forward	GCGTCTACGCGTCTTACTCC
	Reverse	CCCTTTTGGGGCTTACTTTC
Nid1	Forward	ACCATCACCTTCCAGGAGTG
	Reverse	GCATAGCGCAAGATCCTCTC
Stab1	Forward	ACAAGATCTTCAGCCGCCTA
	Reverse	AGTTTGTCACGGTGGTCCTC
Spp1	Forward	TGCACCCAGATCCTATAGCC
	Reverse	CTCCATCGTCATCATCATCG
Tgfbi	Forward	GGATGTCCTGAAGGGAGACA
	Reverse	ATTGGTGGGAGCAAAAACAG
Cox4i2	Forward	AGCTGAGCCAAGCAGAGAAG
	Reverse	GCCCATCACTGTCTTCCATT
Idh1	Forward	AGGTTCTGTGGTGGAGATGC
	Reverse	GACGCCCACGTTGTATTTCT
Dna2	Forward	CGAAGTTCTGTGCATCCTGA
	Reverse	TTCTCAGACACCGAATGCTG
Gdap1	Forward	CTGTGAGGCCACTCAGATCA
	Reverse	TGAGCTCAGGATGCAAAATG
Shmt2	Forward	CTCTTTGCTTCGGACCACTC
	Reverse	TTCTCCCTCTGCAGAAGCTC
Cpt1a	Forward	CCAGGCTACAGTGGGACATT
	Reverse	AAGGAATGCAGGTCCACATC
Sardh	Forward	ACTCGGTTGTCTTCCCACAC
	Reverse	CCTGTCGCTCTTGAAACACA
Ucp2	Forward	GCCACTTCACTTCTGCCTTC
	Reverse	GAAGGCATGAACCCCTTGTA
Pmaip1	Forward	CCCAGATTGGGGACCTTAGT
	Reverse	AGTTATGTCCGGTGCACTCC
Rab32	Forward	CTCTTCTCCCAGCACTACCG
	Reverse	CAAATGCTCCAAGAGCTTCC
Ldha	Forward	AGGCTCCCCAGAACAAGATT
	Reverse	TCTCGCCCTTGAGTTTGTCT
HK1	Forward	GAAGCCAAATGGGACTGTGT
	Reverse	CACGCACAGATTGGTTATGC
Pfkp	Forward	GAAGCCAAATGGGACTGTGT
	Reverse	CACGCACAGATTGGTTATGC
Tpi1	Forward	CCTGGCCTATGAACCTGTGT
	Reverse	CAGGTTGCTCCAGTCACAGA
Pgam2	Forward	AGGAGCTGCCTACCTGTGAA
	Reverse	GGGCTGCAATAAGCACTCTC
Mfn1	Forward	GCTGTCAGAGCCCATCTTTC
	Reverse	CAGCCCACTGTTTTCCAAAT
Mfn2	Forward	GTCCTGGACGTCAAAGGGTA
	Reverse	GCAGAACTTTGTCCCAGA
Opa1	Forward	GATGACACGCTCTCCAGTGA
	Reverse	TCGGGGCTAACAGTACAACC

### Transmission electron microscopy

Eyeballs were fixed with 3% glutaraldehyde and 2% paraformaldehyde overnight at 4 °C. Retinas were washed and treated with 0.1% cacodylate-buffered tannic acid, post-fixed with 1% osmium tetroxide, stained en bloc with 1% uranyl acetate, and dehydrated with an ethanol gradient series. The samples were embedded in epon and sectioned with a JLB ultracut microtome (Leica, Wetzlar, Germany). Images were examined with a JEM 1010 REM (JEOL, Peabody, MA) and collected digitally. Fiji was used to analyze the size and circularity of inner segment (IS) and mitochondria [24].

### Mitochondrial DNA quantitation

Quantification of the relative copy number of mitochondrial DNA present per nuclear genome was performed as previously described [25]. Mitochondrial DNA and genomic Pecam DNA were amplified and analyzed by quantitative PCR (ΔΔC(t) method). PCR primers used to amplify mitochondrial DNA were mtDNAf (5’-CCTATCACCCTTGCCATCAT-3′) and mtDNAr (5’-GAGGCTGTTGCTTGTGTGAC-3′). PCR primers to amplify nuclear DNA were Pecamf (5’-ATGGAAAGCCTGCCATCATG-3′) and Pecamr (5’-TCCTTGTTGTTCAGCATCAC-3′).

### Electroretinography (ERG)

Mice were dark-adapted overnight and then anesthetized under infrared illumination by ketamine/xylazine/acepromazine through intraperitoneal injection (94/5/1 mg/kg), and pupils were dilated with 1% tropicamide and 2.5% phenylephrine topical eye drops (Bausch & Lomb, Tampa, FL). Body temperature was maintained at 35 °C to 37 °C by circulating 43.5 °C water through a plastic heating coil wrapped around the body. Stimulus-dependent transcorneal potential changes from both eyes were recorded simultaneously (UTAS BigShot system; LKC Technologies, Gaithersburg, MD) following the delivery of a white light flash with an intensity of 25 Candela sec m^−2^, as described previously [26]. The interstimulus interval was 120 s, and responses from 3 independent measurements were averaged and analyzed. Photopic ERG recordings ensued immediately after scotopic recordings by exposing the animals to a white background light of 30 Candela m^−2^ for 10 min. Transcorneal potential changes were then elicited by flashes of 25 Candela sec m^−2^ in intensity and presented at 1 Hz for 90 s, averaged, and then analyzed. A typical recording session lasted 1 h, and 5 μl of sterile-filtered PBS was applied every 20 min to ensure good electrical contact and delay the formation of corneal clouding and cataract.

### Experimental design

Six E13.5 littermate embryos of each genotype (wildtype and *Nrf1*^*f/f*^*;Six3-Cre*) were used for counting BrdU+ and PH3+ cells’ RPCs. Four sections near the central retinas from each embryo were stained with BrdU or PH3. The most representative sections from each embryo were used for cell counting. Total RNAs were isolated and pooled from 9 pairs of E13.5 wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinas for RNA-seq. For RNA-seq data validation using qRT-PCR, 3 sets of 6 pairs of E13.5 wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinas were isolated and pooled, and 2 independent experiments were conducted. For each qRT-PCR experiment, total RNAs from 4 pairs of E13.5 wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinas were isolated and pooled, and 5 sets of independent experiments were conducted. The ratio of *Nrf1*^*f/f*^*;Six3-Cre* to wildtype expression was calculated for each experiment and averaged for further analysis. For counting photoreceptors, 20 littermates from each genotype (wildtype and *Nrf1*^*f/f*^*;Rho-iCre*) were used for the study. Five littermates per genotype were sacrificed, and 4 sections from the central area of each retina were stained. One representative section from each sample was used to count the number of rows of photoreceptors at each study time point (3, 6, 7, and 8 weeks). For electron microscopy analysis, 2 pairs of wildtype and *Nrf1*^*f/f*^*;Rho-iCre* littermates were used. Images were collected from both mouse retinas. Four images of the IS of each genotype were used to quantify the shape and size of the IS and number of mitochondria. For ERG, 3 pairs of wildtype and *Nrf1*^*f/f*^*;Rho-iCre* littermates were used.

### Statistical analysis

All data are presented as mean ± standard deviation for each genotype. For all comparisons between genotypes, a two-tailed two-sample student’s *t*-test was used for all measurements. Results were considered significant when *P* < 0.05. Statistical tests were conducted using Excel (Microsoft, Redmond, WA).

## Results

### Nrf1 expression in the developing retina

To determine the expression and function of Nrf1 in the retina, we generated *Nrf1*^*LacZ*^ and Nrf1^flox^ targeted mouse lines (Fig. 1a, b). The *Nrf1*^*LacZ*^ knock-in allele contains a *LacZ* cassette, which was used to trace the spatiotemporal expression of *Nrf1*. We first examined the expression of *Nrf1* in developing and adult retinas. In E13.5 developing retinas, strong LacZ activity was detected near the apical and basal layers of the neural retina, suggesting Nrf1 is highly expressed in developing RGCs and photoreceptor precursor cells (Fig. 1c). Notably, weaker LacZ activity could also be detected in the neuroblast layer where proliferating RPCs and postmitotic precursor cells reside (Fig. 1c). Along the developmental progression, a similar pattern of LacZ expression was observed in E16.5 and P0 retinas (data not shown). In adult retinas, robust LacZ activity was observed in the ganglion cell layer and outer nuclear layer (ONL), where the metabolic activity is high (Fig. 1d) [27], while a moderate level of LacZ activity was observed in the inner nuclear layer (INL). The dynamic expression pattern of Nrf1 in both developing and mature retinas suggests that Nrf1 may play multiple roles in proliferating RPCs in the developing retina and in the differentiated retinal neurons.

To determine the functions of Nrf1 in RPCs and differentiated retinal neurons, we performed conditional knockout of *Nrf1* by breeding the *Nrf1*^*flox*^ allele with either *Six3-Cre* to delete *Nrf1* in the proliferating RPCs or with *Rho-iCre* to delete *Nrf1* in the rod PRs, respectively (Fig. 1e). During retinal development, the Six3-Cre transgenic line begins to activate Cre expression in the central retina at E11 [28], and the *Rho-iCre* transgenic line starts to activate Cre activity in differentiated rod PRs at P7 [26]. By immunostaining, Nrf1 protein was detected in developing RGCs and photoreceptor precursor cells, as well as in the neuroblast layer at E13.5 (Fig. 1f) and in cells in all nuclear layers in adult retinas (Fig. 1h). Consistent with the onset of Cre expression in both lines, the expression of Nrf1 protein was completely abolished in the central *Nrf1*^*f/f*^*; Six3-Cre* retina (compare Fig. 1f and g) and in the rod PRs of *Nrf1*^*f/f*^*; Rho-iCre* retinas (compare Fig. 1h and g) respectively, suggesting effective conditional deletion of *Nrf1* in RPCs by *Six3-Cre* or in rod PRs by *Rho-iCre*.

### Deleting Nrf1 in RPCs causes RGC loss and retinal degeneration

To determine whether deleting *Nrf1* in embryonic retinas affects retinal development, we first examined the histology and morphology of Six3-Cre-mediated *Nrf1* mutant retinas (*Nrf1*^*f/f*^*;Six3-Cre*) at different developmental stages. At E16.5, *Nrf1*^*f/f*^*; Six3-Cre* retinas were substantially smaller and thinner than those of the wildtype retinas (Fig. 2a, b), causing a large sub-retinal space between the retina and the pigmented epithelium. The central regions of *Nrf1*^*f/f*^*;Six3-Cre* retinas near the optic disc were completely disrupted and acellular (arrowheads in Fig. 2b). At P20, *Nrf1*^*f/f*^*;Six3-Cre* retinas were relatively thinner than those of wildtype retinas. Decreased cell numbers in all cellular layers were observed with near complete abolishment of RGCs. Although the stereotypic laminar structure was retained in *Nrf1*-mutant retinas, the cells in each laminar layer were not properly aligned as in control retinas (Fig. 2c, d). In 7-month-old *Nrf1*^*f/f*^*;Six3-Cre* retinas, the number of retinal cells was further reduced, and the laminar layers were completely disrupted (Fig. 2e, f). The surface of the whole retina from *Nrf1*^*f/f*^*;Six3-Cre* was much smaller, underlying only a limited area near the optic disc in the eyeball (Fig. 2g, h). There were no visible optic nerves or optic chiasms in *Nrf1*^*f/f*^*;Six3-Cre* mice (Fig. 2i, j). These data suggest that deleting Nrf1 in RPCs causes substantial RGC loss followed by the degeneration of the entire retina.

**Fig. 2:**
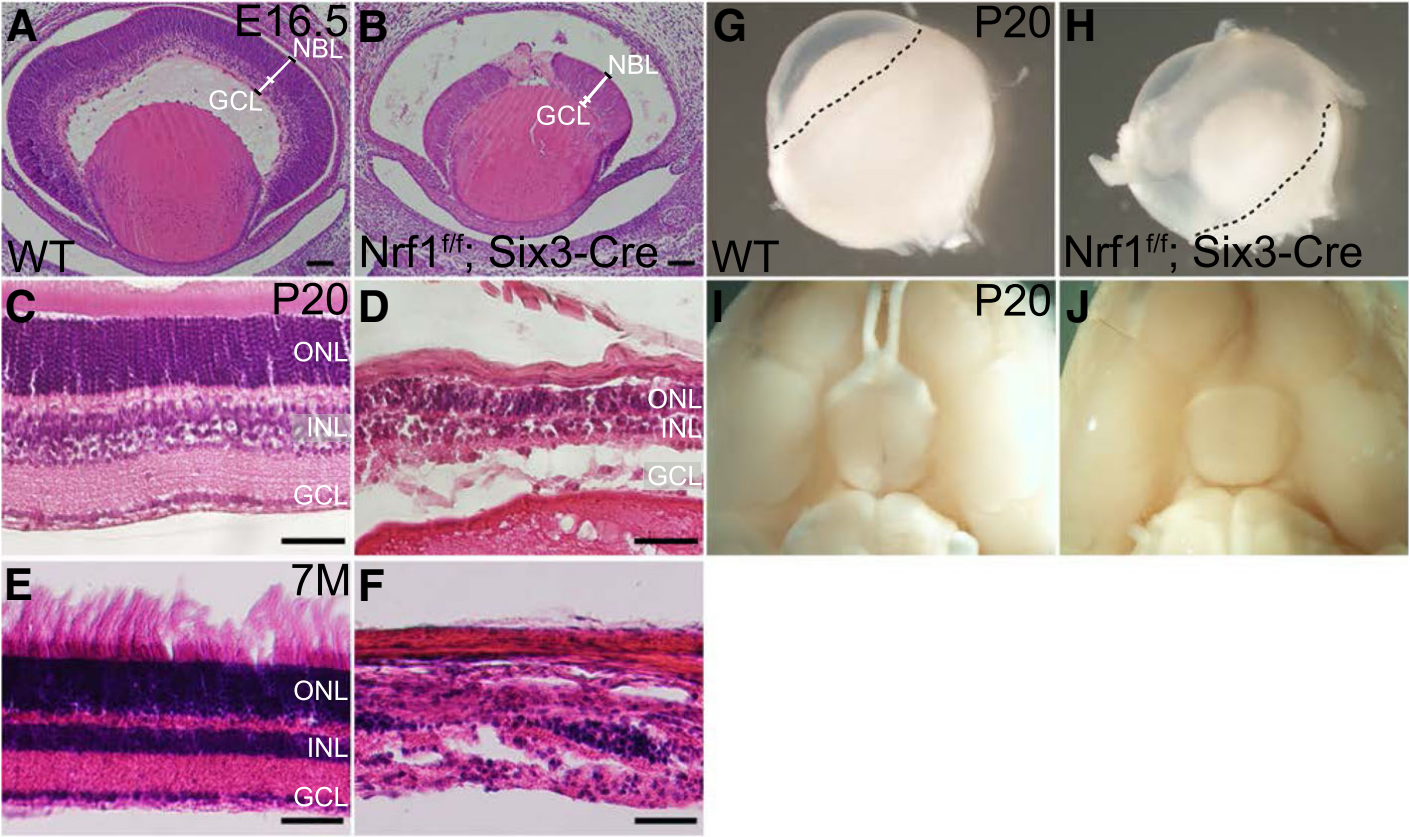
Loss of retinal ganglion cells and severe retinal degeneration in Nrf1-deficient RPCs. (**a–f**) Hematoxylin and eosin staining of retinal sections from wildtype (**a**, **c** and **e**) and *Nrf1*^*f/f*^*;Six3-Cre* (**b**, **d**, and **f**) at E16.5, P20, and 7 months old. (**g**, **h**) Eyeballs from wildtype (**g**) and *Nrf1*^*f/f*^*;Six3-Cre* (**h**) animals. The peripheral rim of underlying retinas is plotted with dotted lines. (**i**, **j**) Ventral view of the brains showing the optic nerve and optic chiasm in wildtype (**i**) and *Nrf1*^*f/f*^*;Six3-Cre* (**j**) animals. Scale bars: 50 μm. ONL: outer nuclear layer. INL: inner nuclear layer. GCL: ganglion cell layer. WT: wildtype. NBL: neural blast layer

### Delayed RGC differentiation, defective RGC migration, and apoptotic RGCs in *Nrf1*^*f/f*^*;Six3-Cre* retinas

Because a significant loss of RGCs was seen in *Nrf1*^*f/f*^*;Six3-Cre* retinas, we examined whether and how the RGC differentiation program was affected. RGCs are the first retinal cell type to differentiate from Atoh7-expressing precursor cells during retinogenesis. RGC differentiation is marked by the onset of Pou4f2 and Isl1 expression in the central retina around E12 [29, 30]. To determine when RGCs began to differentiate in *Nrf1*^*f/f*^*;Six3-Cre* retina, we monitored Isl1 and Pou4f2 expression by immunostaining at different embryonic stages.

In E12.5 wildtype retinas, while the newly differentiated Isl1+ RGCs could be readily detected in the central retina (Fig. 3a), only a few Isl1+ cells were present in *Nrf1* mutant retinas (Fig. 3b). At E14.5, while differentiating Pou4f2+ RGCs were widespread across the neuroblast and ganglion cell layers in wildtype retinas (Fig. 3c), fewer Pou4f2+ RGCs were detected in Nrf1 mutant retinas (Fig. 3d). No clear ganglion cell layer could be seen in *Nrf1* mutant retinas. Furthermore, Pou4f2+ RGCs were distributed unevenly and formed patched clumps in the central region of the mutant retina (arrowheads in Fig. 3d). In E16.5 wildtype retinas, a distinct ganglion cell layer was formed, and newly differentiated Pou4f2+ RGCs were seen in the neuroblast layer (Fig. 3e). In contrast, a much thinner ganglion cell layer was observed in *Nrf1*^*f/f*^*;Six3-Cre* retinas, and Pou4f2+ RGCs were spread to the peripheral region (Fig. 3f). Together, these data suggest that RGC differentiation was delayed, and newly differentiated RGCs had defects in migrating toward the vitreous layer in the *Nrf1*^*f/f*^*;Six3-Cre* retinas.

**Fig. 3:**
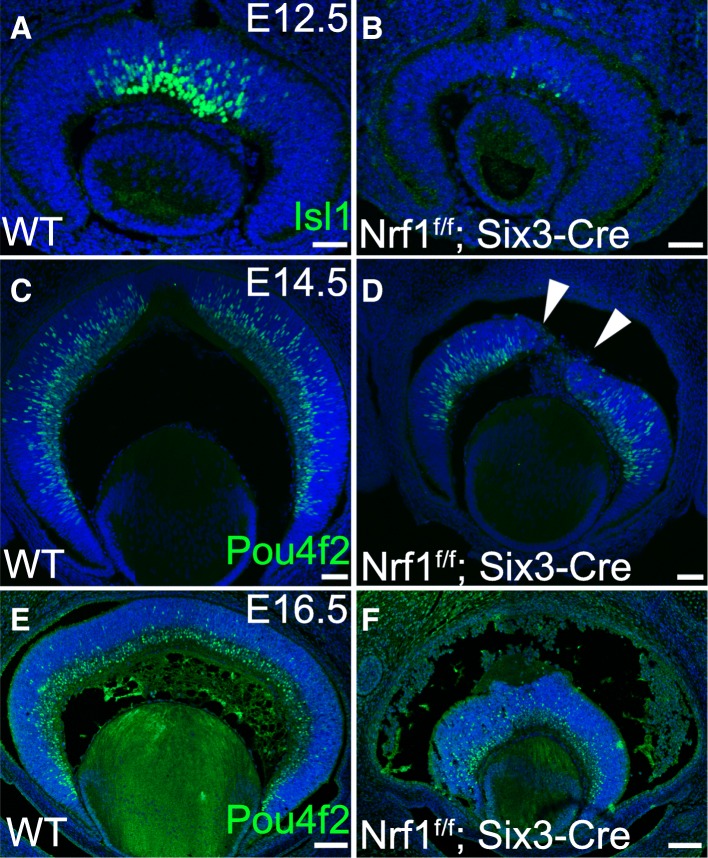
Delayed onset of RGC differentiation in *Nrf1*^*f/f*^*;Six3-Cre* retina. (**a–f**) Immunostaining of wildtype (**a**, **c**, and **e**) and *Nrf1*^*f/f*^*;Six3-Cre* (**b**, **d**, and **f**) retinas. (**a**, **b**) E12.5 retinal sections labeled with anti-Isl1 antibody. (**c**, **d**) E14.5 and (**e**, **f**) E16.5 retinal sections labeled with anti-Pou4f2 antibody. Arrowheads indicate clumped Pou4f2+ cells in the central area of *Nrf1*^*f/f*^*;Six3-Cre* retina. Scale bars: 50 μm in **a–d**, 100 μm in **e** and **f**. WT: wildtype

To detect RPCs, wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinal sections were immunolabeled with anti-Pax6 or Chx10 antibodies (Fig. 4a–d). Pax6 and Chx10 were expressed in both wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinas. However, Pax6+ or Chx10+ RPCs were unevenly distributed in the central region of Nrf1^f/f^ retinas compared to the peripheral region (Fig. 4b, d). Interestingly, several clumps of RPCs lacking Pax6 expression were formed in Nrf1 mutant retinas, and the nuclei of these Pax6-negative cells appeared granulated, suggesting these were cells undergoing apoptosis (Fig. 4b, b’, b′′). Similarly, mis-patterned Chx10 expression and granular-shaped nuclei were observed in the central region of *Nrf1*^*f/f*^*;Six3-Cre* retinas (Fig. 4d, d’, d′′). Consistently, *Nrf1*^*f/f*^*;Six3-Cre* retinas contained significantly more apoptotic cells than wildtype retinas (Fig. 5a, b). The majority of apoptotic cells were found in the central region of *Nrf1*-mutant retinas. In addition, these apoptotic cells (marked by cleaved caspase 3 expression) were Pou4f2+ (Fig. 5c-e), indicating that ganglion cells had differentiated but could not migrate to the RGC layer and eventually died in situ.

**Fig. 4:**
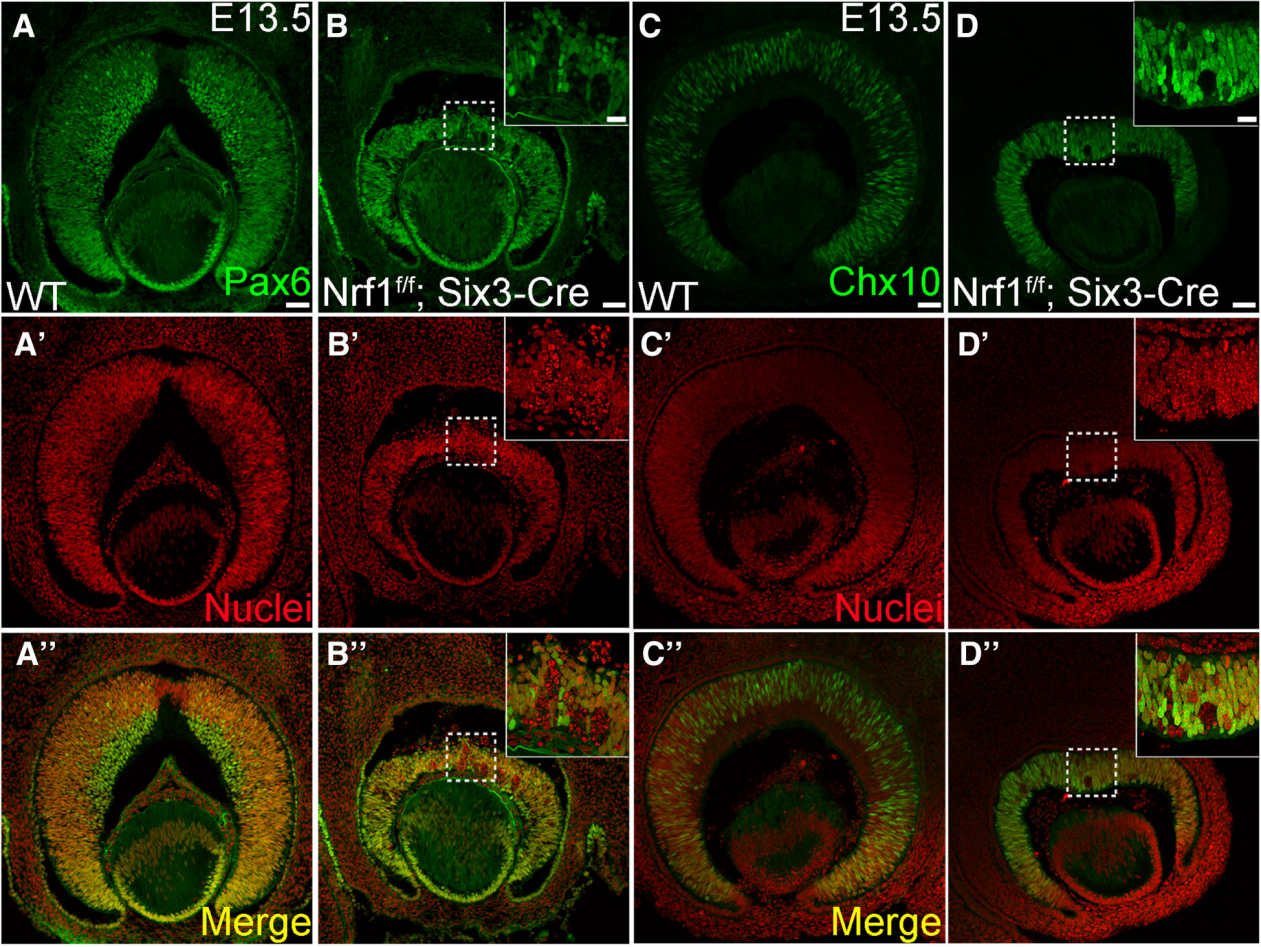
Expression of progenitor cell markers in wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retina. (**a–d**) Immunostaining of E13.5 wildtype (**a**, **c**) and *Nrf1*^*f/f*^*;Six3-Cre* (**b**, **d**) retinal sections using anti-Pax6 antibody (**a**, **b**) and anti-Chx10 antibody (**c**, **d**). (**a**′–**d**′) Nuclei staining. (**a**′′–**d**′′) Merged images. Insets show higher magnification images of indicated areas. Scale bars: 50 μm. WT: wildtype

**Fig. 5:**
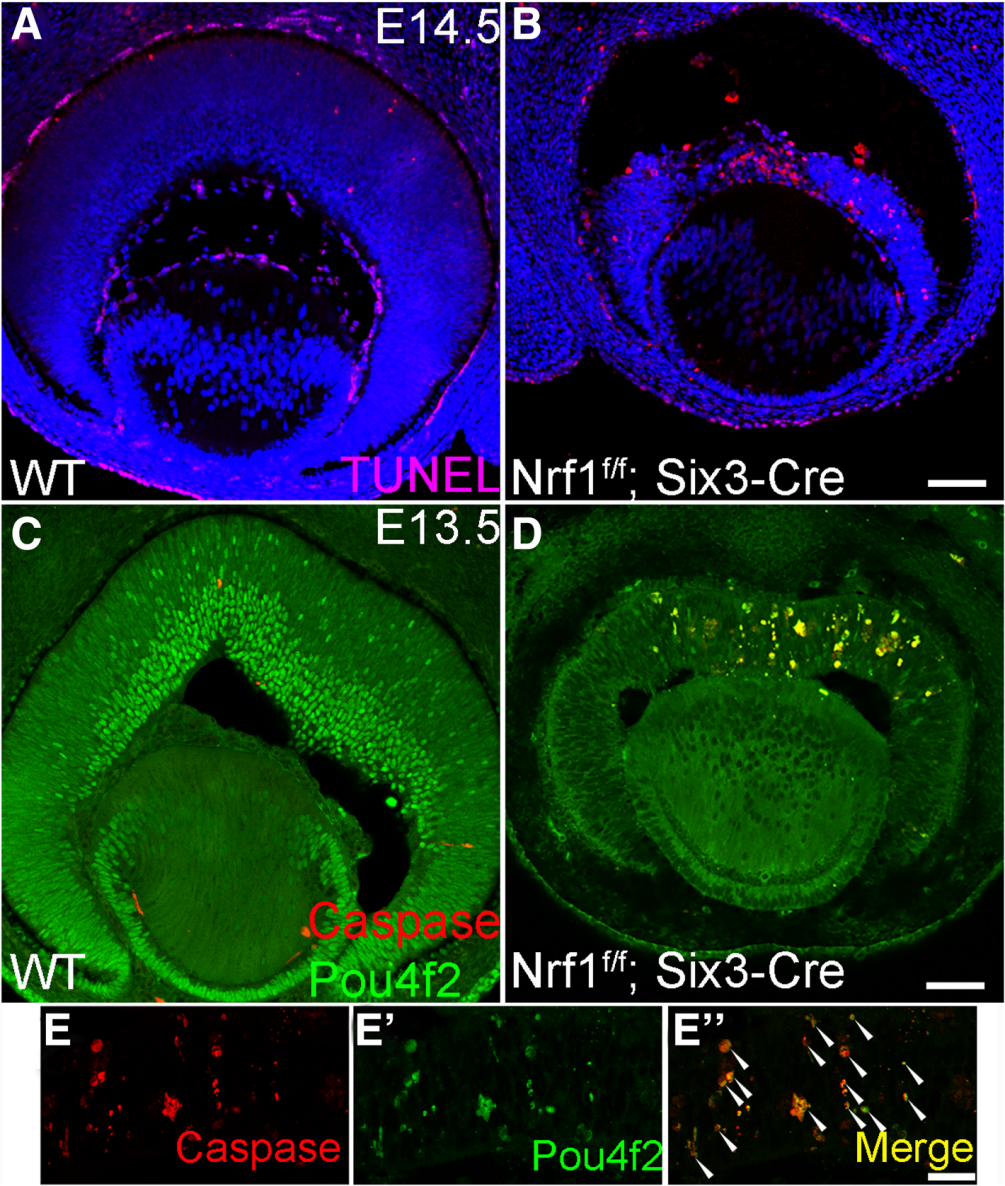
Differentiated RGCs undergo apoptosis in *Nrf1*^*f/f*^*;Six3-Cre* retina. (**a**, **b**) TUNEL assay on E14.5 wildtype (**a**) and *Nrf1*^*f/f*^*;Six3-Cre* (**b**) retinal sections. (**c**-**e**) E13.5 wildtype (**e**) and *Nrf1*^*f/f*^*;Six3-Cre* (**d**, **e**) sections labeled with anti-Pou4f2 and anti-cleaved caspase 3 antibodies. (**e**, **e**′ and **e**′′) Higher magnification images of *Nrf1*^*f/f*^*;Six3-Cre* sections labeled with anti-caspase (**e**) and Pou4f2 (**e**′) antibodies. (**e**′′) Merged images. Arrowheads indicate cells that are double positive for caspase and Pou4f2. Scale bars: 50 μm in **a** and **b**, 100 μm in **c** and **d**. WT: wildtype

### Severe reduction of proliferation in *Nrf1*^*f/f*^*;Six3-Cre* retina

The *Nrf1*^*f/f*^*;Six3-Cre* retina was substantially smaller and thinner than the wildtype retina, suggesting that the proliferation of RPCs in the *Nrf1*-mutant retina was compromised. To examine this phenotype, wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinas were immuno-labeled with several cell cycle markers. To detect S-phase proliferating RPCs, we pulse-labeled E13.5 embryos with BrdU and then conducted immunostaining using anti-BrdU antibody on retinal sections. We counted the number of BrdU+ cells in sections and found that the number of BrdU+ S-phase RPCs were reduced to ~ 50% in *Nrf1*^*f/f*^*;Six3-Cre* retinas compared to wildtype retinas (Fig. 6a-c, *P* = 0.0009). We then conducted immunostaining using anti-PH3 and anti-cyclin D1 (Ccnd1) antibodies on retinal sections to detect RPCs in M-phase and G1-phase, respectively. The number of PH3+ M-phase RPCs per section from *Nrf1*^*f/f*^*;Six3-Cre* was also reduced to ~ 50% compared to wildtype retinas (Fig. 6d-f, *P* = 0.002), and Ccnd1+ RPCs were nearly absent in the central region of *Nrf1*-mutant retinas (Fig. 6g, h). The PH3+ RPCs in the *Nrf1*-mutants were not properly positioned at the apical side as in control retinas (Fig. 6d, e). In addition, using qRT-PCR, we found that the expression levels of *Ccnd1* were reduced to ~ 10% in *Nrf1*-mutant retinas compared with wildtype retina, and *Gli1,* the key downstream effector of Shh pathway in RPCs [31, 32], was reduced to ~ 30% (Fig. 6i, *Ccnd1*: *P* = 0.001, *Gli1*: *P* = 0.006). 

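In the RNA-seq counts of E13.5 retinas, from 2 wildtype and 2 *Nrf1* f/f*;Six3-Cre* libraries, *Shh* and the receptor gene *Ptch1*, a target of the pathway, were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. *Shh*, on chromosome 5 of GRCm38 from 28456840 to 28467101, had 165 and 142 reads in the wildtype libraries and 47 and 3 in the mutant libraries. Its log2 fold change was -2.65 (standard error 0.81, adjusted p = 0.0452). The size of this change depended on the mutant library, since it lay between -5.65 and -1.74 when each library was left out in turn. *Ptch1*, on chromosome 13 from 63508328 to 63573460, fell from 60.9 ± 8.68 to 37.8 ± 6.00 CPM, that is reads normalized for library size with edgeR's TMM factors (SD, n = 2), a log2 fold change of -0.69 (standard error 0.13, adjusted p = 0.00526 from the same edgeR test). *Hhip*, a further target of Shh signalling, had a log2 fold change of -0.71, and that of *Gli1* was -3.21 (adjusted p = 0.000296 from edgeR). For *Hhip*, the change was smaller than 1.4-fold on the authors' deposited normalized values, with a log2 fold change of -0.43 (adjusted p = 0.0206 from limma). That scale shrinks the folds of genes with few reads. In contrast, *Gli2*, *Gli3*, *Smo* and *Sufu* had log2 fold changes of 0.29, 0.31, 0.23 and 0.27, all smaller than 1.4-fold. For each of these genes, both mutant libraries lay on the same side of both wildtype libraries.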

Other Shh pathway genes, such as Shh and Ptch1, were also downregulated in *Nrf1*-mutant retinas (in GSE101550 dataset described in next section). Together, these data indicate that the RPC proliferation is reduced in *Nrf1*-mutant retinas.

**Fig. 6:**
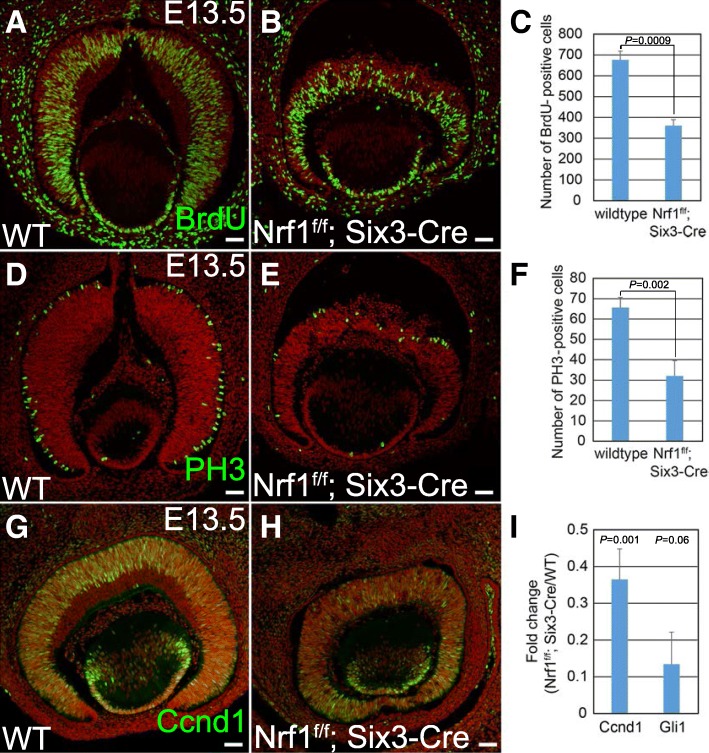
Reduced cell proliferation in *Nrf1*^*f/f*^*;Six3-Cre* retina. (**a**, **b**) BrdU labeling of E13.5 wildtype (**a**) and *Nrf1*^*f/f*^*;Six3-Cre* (**b**) retinal sections. (**c**) The number of BrdU+ cells in wildtype and *Nrf1*^*f/f*^*;Six3-Cre* sections. (**d**, **e**) E13.5 wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinal sections labeled with anti-PH3 antibody. (**f**) The number of PH3+ cells in wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinal sections. (**g**, **h**) Immunostaining of E13.5 wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinal sections with anti-Ccnd1 antibody. (**i**) qRT-PCR analysis of *Ccnd1* and *Gli1* in E13.5 WT and *Nrf1*^*f/f*^*;Six3-Cre* retinas. Scale 50 μm. WT: wildtype

### Identification of Nrf1-dependent retina-expressed genes at E13.5

To further investigate how Nrf1 regulates retinal development, we performed RNA-seq analysis on E13.5 wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinas to identify genes whose expression was affected in the *Nrf1*^*f/f*^*;Six3-Cre* retinas. 

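For this experiment, retinas of E13.5 embryos were pooled by genotype, 18 retinas per library according to the paper's methods, and there were 2 libraries of wildtype and 2 of *Nrf1* f/f*;Six3-Cre* retinas, in which Six3-Cre deletes *Nrf1* in retinal progenitor cells. The paper describes DNase treatment of the RNA, NuGen cDNA synthesis, Illumina sequencing, alignment to mm10 with Tophat and counting per gene with HTSeq. The authors deposited the resulting whole-number read counts for 24062 genes and a second table of normalized values on a log2 scale. The reads counted on genes numbered 85933945 and 74577660 in wildtype replicates 1 and 2, and 83540824 and 83425985 in mutant replicates 1 and 2. From the counts, 15762 genes that passed edgeR's expression filter were scaled with TMM factors between 0.992 and 1.02 and compared between the genotypes with the quasi-likelihood test. A gene was called with the paper's thresholds, a fold change of at least 1.4 and an adjusted p of at most 0.2. With 2 libraries per genotype, the spread within a group is known only roughly, and the biological coefficient of variation estimated over all genes was 12.0%. Replicates of the same genotype differed by more than the sampling noise, with a chi-square per gene of 46.7 for the wildtype and 58.9 for the mutant pair.

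*Nrf1* itself had 9052 and 7789 reads in the wildtype libraries and 8594 and 8284 in the mutant libraries. This corresponds to 104 ± 1.17 and 102 ± 2.35 CPM (SD, n = 2) and a log2 fold change of -0.03 (standard error 0.07, adjusted p = 0.794 from edgeR), which was not detectable and turned to 0.0060 under upper-quartile scaling. The gene spans 30047985 to 30153458 on chromosome 6 of GRCm38. Exon 4, which the paper's conditional allele removes, covers 115 bp, from 30095340 to 30095454, or 3.21% to 6.12% of its transcripts with 12 exons. A count over the whole gene therefore has little power to show the loss of reads from this exon alone. The unchanged count does argue against a large fall in the level of the whole transcript in these pooled retinas. The genotype labels could not be checked with this gene.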

The data discussed here have been deposited in NCBI’s Gene Expression Omnibus [33] and are accessible through GEO Series accession number GSE101550 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101550). The analysis revealed 488 downregulated and 595 upregulated genes in *Nrf1*-mutant retinas compared to control retinas. 

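From the deposited counts, 1268 genes were called lower and 2024 higher in *Nrf1* f/f*;Six3-Cre* retinas by edgeR's quasi-likelihood test at the paper's thresholds. Of these, 1039 and 1445 also had an adjusted p of at most 0.05. For 3273 of the 3292 called genes, both mutant libraries lay beyond both wildtype libraries. Over all tested genes this held for 62.5%, against the 33.3% that chance gives for 2 libraries against 2. Of the alternatives run on the counts with a minimum fold, edgeR's glmTreat, which tests the fold change itself against 1.4, moved these numbers most, to 743 lower and 1188 higher. The genes with the largest decreases among those averaging at least 5 CPM were *Gli1*, *Irx4*, *Mstn*, *Nrn1* and *Krt73*, with log2 fold changes of -3.21, -3.10, -2.99, -2.84 and -2.78. The largest increases at that level were those of *Gje1*, *Mip*, *Lim2*, *Crygn* and *Crybb3*, with log2 fold changes of 5.03, 5.00, 4.91, 4.74 and 4.58. Their size depended on single libraries. With each library left out in turn, *Gje1* lay between 3.86 and 6.42, *Crygn* between 3.83 and 5.38 and *Crybb3* between 3.82 and 5.75. *Mip*, *Lim2* and *Crybb3* belong to a list of lens genes, and their level varied between the libraries, for example from 22511 reads of *Mip* in mutant replicate 1 to 6215 in mutant replicate 2. *Gje1* and *Crygn* varied alike. Their log2 ratios of mutant replicate 1 to 2 were 1.78 and 1.45, within the 0.55 to 1.87 of the listed lens genes.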

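All 22 genes of Fig. 7a passed the thresholds of fold change and adjusted p in the RNA-seq counts, in the direction that the figure gives (22 of 22). The study picked these genes from the same libraries, so this is not independent evidence. The 14 decreased genes had a median log2 fold change of -2.14, from -3.10 for *Irx4* to -1.58 for *Dcx*. *Stmn3* fell from 98.9 ± 14.8 to 22.4 ± 3.60 CPM (SD, n = 2), with a log2 fold change of -2.14 (standard error 0.14, adjusted p = 7.0e-05 from edgeR's quasi-likelihood test). The 8 increased genes had a median log2 fold change of 2.87, from 1.73 for *Cx3cr1* to 3.87 for *Capn3*. *Spp1* rose from 1.41 ± 0.359 to 15.0 ± 1.09 CPM (SD, n = 2), with a log2 fold change of 3.40 (standard error 0.20, adjusted p = 7.0e-05 from edgeR). *Capn3* and *Vit* varied more between the mutant libraries, with 36711 and 13304 reads of *Capn3* and 3363 and 1408 of *Vit*, but both mutant libraries lay above both wildtype libraries.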

We first conducted qRT-PCR analysis on the 22 most affected genes (14 down- and 8 up-regulated) and found that their relative expression levels between the E13.5 control and *Nrf1*-mutant retinas are consistent with the RNA-seq output, demonstrating the reliability of the RNA-seq data (Fig. 7a). Using gene ontology for biological process analysis (GO-BP) of these gene lists, the top 5 categories of the downregulated genes are genes involved in nervous system development, neurogenesis, neuron differentiation, generation of neurons, and neuron projection development (Table 2), and the upregulated genes are involved in cell adhesion, biological adhesion, regulation of cell projection, angiogenesis, and positive regulation of developmental process (Table 3).

**Fig. 7:**
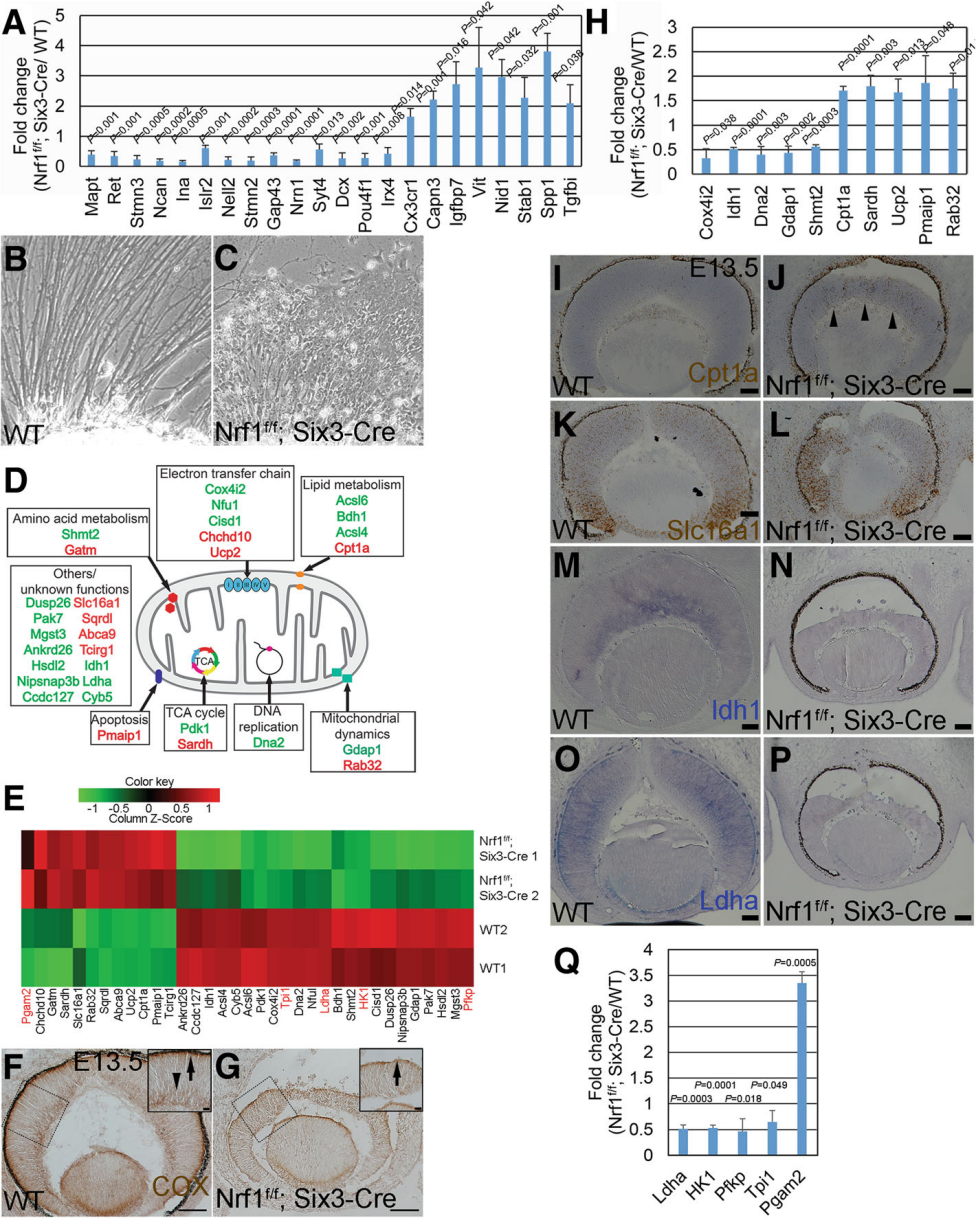
RNA-seq identifies genes involved in neurite outgrowth, mitochondrial functions, and energy production in *Nrf1*^*f/f*^*;Six3-Cre* retina. (**a**) qRT-PCR analysis of the 22 top affected genes identified in *Nrf1*^*f/f*^*;Six3-Cre* retinas, confirming changes in mRNA expression detected by RNA-seq. (**b**, **c**) Representative images of retinal explant cultures from E13.5 wildtype (**b**) and *Nrf1*^*f/f*^*;Six3-Cre* (**c**) embryos. (**d**) Schematic mapping of mitochondrial and functional annotation of upregulated (red) and downregulated (green) genes in *Nrf1*^*f/f*^*;Six3-Cre* retinas detected by RNA-seq. (**e**) Heatmap from *Nrf1*^*f/f*^*; Six3-Cre* RNA-seq showing 30 mitochondrial and 5 glycolytic genes whose expression changed. Mitochondrial genes are labeled in black, and glycolytic genes are labeled in red. (**f**, **g**) COX activity in E13.5 wildtype (**f**) and *Nrf1*^*f/f*^*;Six3-Cre* (**g**) retinas. Insets show higher magnification images of the indicated areas. Arrows indicate COX activities in the future photoreceptor layer; arrowheads indicate COX activities in ganglion cell layer. (**h**) qRT-PCR analysis of a subset of affected mitochondria genes between wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinas confirming changes of mRNA expression detected by RNA-seq. (**i**–**p**) In situ hybridization of mitochondrion-associated genes on E13.5 wildtype (**i**, **k**, **m**, and **o**) and *Nrf1*^*f/f*^*;Six3-Cre* (**j**, **l**, **n**, and **p**) retinal sections. Arrowheads indicate increased expression of *Cpt1a* in the central area of *Nrf1*^*f/f*^*;Six3-Cre* retina. (**q**) qRT-PCR analysis of glycolytic genes of wildtype and *Nrf1*^*f/f*^*;Six3-Cre* retinas. Scale bars: 100 μm in **f** and **g**, 20 μm in insets and 50 μm in **i–j**. WT: wildtype

**Table 2:** Top 10 GO terms relevant to 488 downregulated genes in E13.5 *Nrf1*^*f/f*^; *Six3-Cre* retinas

Rank	GO Category	GO ID	GO Term	Number of Focused Genes	*P* Value	FDR
1	GOTERM_BP_FAT	GO:0030182	nervous system development	156	1.70E-39	6.96E-36
2	GOTERM_BP_FAT	GO:0048666	neurogenesis	126	1.80E-35	3.80E-32
3	GOTERM_BP_FAT	GO:0031175	neuron differentiation	114	1.40E-34	2.00E-31
4	GOTERM_BP_FAT	GO:0048667	generation of neurons	119	8.00E-34	8.40E-31
5	GOTERM_BP_FAT	GO:0000904	neuron projection development	91	6.90E-33	5.80E-30
6	GOTERM_BP_FAT	GO:0048812	neuron development	99	7.00E-33	4.90E-30
7	GOTERM_BP_FAT	GO:0007409	neuron projection morphogenesis	68	5.00E-29	3.00E-26
8	GOTERM_BP_FAT	GO:0030030	cell morphogenesis involved in neuron differentiation	62	5.50E-26	2.90E-23
9	GOTERM_BP_FAT	GO:0019226	axonogenesis	55	2.70E-25	1.30E-22
10	GOTERM_BP_FAT	GO:0048858	cell projection organization	99	1.40E-24	5.90E-22
1	GOTERM_CC_FAT	GO:0030424	axon	54	4.00E-27	1.30E-24
2	GOTERM_CC_FAT	GO:0045202	synapse	57	5.30E-23	8.90E-21
3	GOTERM_CC_FAT	GO:0043025	neuronal cell body	58	1.40E-22	1.60E-20
4	GOTERM_CC_FAT	GO:0043005	neuron projection	51	5.70E-22	4.80E-20
5	GOTERM_CC_FAT	GO:0016020	membrane	243	9.40E-16	6.00E-14
6	GOTERM_CC_FAT	GO:0030425	dendrite	46	1.90E-15	1.10E-13
7	GOTERM_CC_FAT	GO:0010469	postsynaptic density	31	1.10E-14	1.70E-12
8	GOTERM_CC_FAT	GO:0030054	cell junction	53	1.80E-13	7.50E-12
9	GOTERM_CC_FAT	GO:0043195	terminal bouton	21	1.10E-12	4.10E-11
10	GOTERM_CC_FAT	GO:0030426	growth cone	24	1.80E-12	6.10E-11
1	GOTERM_MF_FAT	GO:0008092	cytoskeletal protein binding	52	2.40E-10	2.40E-07
2	GOTERM_MF_FAT	GO:0022836	gated channel activity	26	6.10E-08	2.70E-05
3	GOTERM_MF_FAT	GO:0005216	ion channel activity	29	2.60E-07	7.50E-05
4	GOTERM_MF_FAT	GO:0022838	substrate-specific channel activity	29	4.90E-07	1.10E-04
5	GOTERM_MF_FAT	GO:0015631	tubulin binding	23	7.60E-07	1.30E-04
6	GOTERM_MF_FAT	GO:0005261	cation channel activity	23	1.20E-06	1.80E-04
7	GOTERM_MF_FAT	GO:0022803	passive transmembrane transporter activity	29	2.00E-06	2.50E-04
8	GOTERM_MF_FAT	GO:0015267	channel activity	29	2.00E-06	2.50E-04
9	GOTERM_MF_FAT	GO:0019905	syntaxin binding	12	7.10E-06	7.80E-04
10	GOTERM_MF_FAT	GO:0017075	syntaxin-1 binding	7	1.10E-05	1.00E-03

*GO* gene ontology, *FDR* false discovery rate

**Table 3:** Top 10 GO terms relevant to 595 upregulated genes in E13.5 *Nrf1*^*f/f*^; *Six3-Cre* retinas

Rank	GO Category	GO ID	GO Term	Number of Focused Genes	*P* Value	FDR
1	GOTERM_BP_FAT	GO:0007155	cell adhesion	70	1.40E-22	5.00E-33
2	GOTERM_BP_FAT	GO:0022610	biological adhesion	70	1.60E-22	3.90E-33
3	GOTERM_BP_FAT	GO:0042127	regulation of cell projection	57	4.80E-15	3.70E-31
4	GOTERM_BP_FAT	GO:0001525	angiogenesis	23	2.40E-10	3.30E-31
5	GOTERM_BP_FAT	GO:0051094	positive regulation of developmental process	29	9.60E-10	7.80E-31
6	GOTERM_BP_FAT	GO:0007423	sensory organ development	31	1.00E-09	9.90E-31
7	GOTERM_BP_FAT	GO:0048514	blood vessel morphogenesis	27	1.20E-09	1.10E-29
8	GOTERM_BP_FAT	GO:0001568	blood vessel development	30	2.00E-09	1.10E-29
9	GOTERM_BP_FAT	GO:0009611	response to wounding	36	2.10E-09	1.20E-28
10	GOTERM_BP_FAT	GO:0001944	vasculature development	30	9.60E-09	1.20E-28
1	GOTERM_CC_FAT	GO:0031012	extracellular matrix	77	7.30E-29	4.10E-26
2	GOTERM_CC_FAT	GO:0005578	proteinaceous extracellular matrix	62	9.90E-27	2.80E-24
3	GOTERM_CC_FAT	GO:0044421	extracellular region part	231	9.50E-24	1.80E-21
4	GOTERM_CC_FAT	GO:0031982	membrane-bounded vehicle	206	5.60E-21	7.90E-19
5	GOTERM_CC_FAT	GO:0005576	extracellular region	245	9.40E-21	1.10E-18
6	GOTERM_CC_FAT	GO:0009986	cell surface	88	1.30E-20	1.20E-18
7	GOTERM_CC_FAT	GO:0044420	extracellular matrix component	33	4.50E-19	3.70E-17
8	GOTERM_CC_FAT	GO:1903561	extracellular vesicle	168	2.70E-18	1.90E-16
9	GOTERM_CC_FAT	GO:0043230	extracellular organelle	168	3.50E-18	2.20E-16
10	GOTERM_CC_FAT	GO:0070062	extracellular exosome	166	9.20E-18	5.20E-16
1	GOTERM_MF_FAT	GO:0005212	structural constituent of eye lens	16	9.60E-18	1.10E-17
2	GOTERM_MF_FAT	GO:0005515	protein biding	196	9.70E-14	1.60E-12
3	GOTERM_MF_FAT	GO:0005178	integrin binding	22	1.20E-12	1.80E-11
4	GOTERM_MF_FAT	GO:0005518	collagen binding	16	1.10E-10	4.50E-10
5	GOTERM_MF_FAT	GO:0005509	calcium ion binding	52	2.60E-09	5.00E-09
6	GOTERM_MF_FAT	GO:0005201	extracellular matrix structural constituent	12	1.90E-08	3.20E-08
7	GOTERM_MF_FAT	GO:0008201	heparin binding	21	2.10E-08	6.10E-08
8	GOTERM_MF_FAT	GO:0050840	extracellular matrix binding	10	6.80E-08	2.70E-07
9	GOTERM_MF_FAT	GO:0004872	receptor activity	21	1.90E-07	4.00E-07
10	GOTERM_MF_FAT	GO:0004714	transmembrane receptor protein tyrosine kinase activity	12	4.10E-07	6.10E-07

*GO* gene ontology, *FDR* false discovery rate

Since severe RGC loss was observed in *Nrf1*^*f/f*^*;Six3-Cre* retinas, we expected that RGC gene expression would be reduced in *Nrf1*-deficient retinas. Atoh7 is a key factor essential for RGC development. 

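*Atoh7*, on chromosome 10 of GRCm38 from 63099785 to 63101280, had 8203 and 9668 reads in the wildtype libraries and 7183 and 7953 in the *Nrf1* f/f*;Six3-Cre* libraries. Its mean level in the mutant was 81.5% ± 19.8 of wildtype (SD, n = 2), a reduction of 18.5%. The 2 genotypes overlapped after scaling for library size, and the log2 fold change of -0.29 (standard error 0.14, adjusted p = 0.176 from edgeR's quasi-likelihood test) was smaller than 1.4-fold. With each library left out in turn, the level in the mutant lay between 70.3% and 97.9% of wildtype, and the highest of these came from leaving out wildtype replicate 2. The difference was therefore no larger than the spread between replicates.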

RNA-seq data revealed that *Atoh7* expression was slightly reduced by ~ 19.5% in *Nrf1*-mutant retinas; however, Atoh7-expressing precursor cells can be readily detected in *Nrf1*-mutant retinas (data not shown), suggesting that the RGC loss phenotype is mainly due to a defective RGC differentiation process. Transcriptome analysis comparing Atoh7+ RPCs and Atoh7-negative cells in E13.5 has revealed 236 genes with altered expression levels [34]. 

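Table 4, as the paper prints it, lists 123 genes, and the deposited counts of all of them were examined. Each was called lower in *Nrf1* f/f*;Six3-Cre* retinas (123 of 123, and 123 when adjusted over the list alone), but the list was chosen on these libraries, so neither count is independent evidence. The median log2 fold change was -1.56, from -2.84 for *Nrn1* to -0.70 for *Fgf15*. As a set, the genes had a p of 5.6e-43 in camera with a preset correlation, 0.0126 in limma's fry test and 0.162 in camera with the correlation estimated from the 4 libraries. These p values are not independent evidence either, because genes chosen for falling in these libraries were bound to test as lower. With each library left out in turn, the median lay between -1.77 and -1.35.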

We compared the 488 genes that are downregulated in *Nrf1*^*f/f*^*;Six3-Cre* retinas with the 236 genes enriched in Atoh7+ RPCs and found 121 common genes (Table 4). 

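Among the Table 4 genes, the paper places 95 in RGCs, and these had a median log2 fold change of -1.58. The genes of 4 transcription factors of differentiating RGCs fell by different amounts. *Pou4f1*, on chromosome 14 of GRCm38 from 104461675 to 104468118, had 2677 and 3322 reads in the wildtype and 966 and 784 in the *Nrf1* f/f*;Six3-Cre* libraries, a log2 fold change of -1.84 (standard error 0.18, adjusted p = 0.000261 from edgeR's quasi-likelihood test). *Isl1*, on chromosome 13 from 116298270 to 116309688, had 153 ± 9.48 CPM in wildtype and 59.4 ± 12.4 in mutant retinas (SD, n = 2), a log2 fold change of -1.37 (standard error 0.13, adjusted p = 0.000233 from edgeR). For *Myt1*, on chromosome 2 from 181763332 to 181827775, the levels were 176 ± 10.8 and 78.5 ± 8.95 CPM, a log2 fold change of -1.17 (standard error 0.10, adjusted p = 0.000133 from edgeR). *Pou4f2*, on chromosome 8 from 78433009 to 78436647, changed least of the 4, from 14842 and 12815 reads to 7897 and 6623, a log2 fold change of -0.97 (standard error 0.09, adjusted p = 0.000252 from edgeR). Each decrease was larger than the spread between replicates, and every mutant library lay below every wildtype library.

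**Figure D1:**
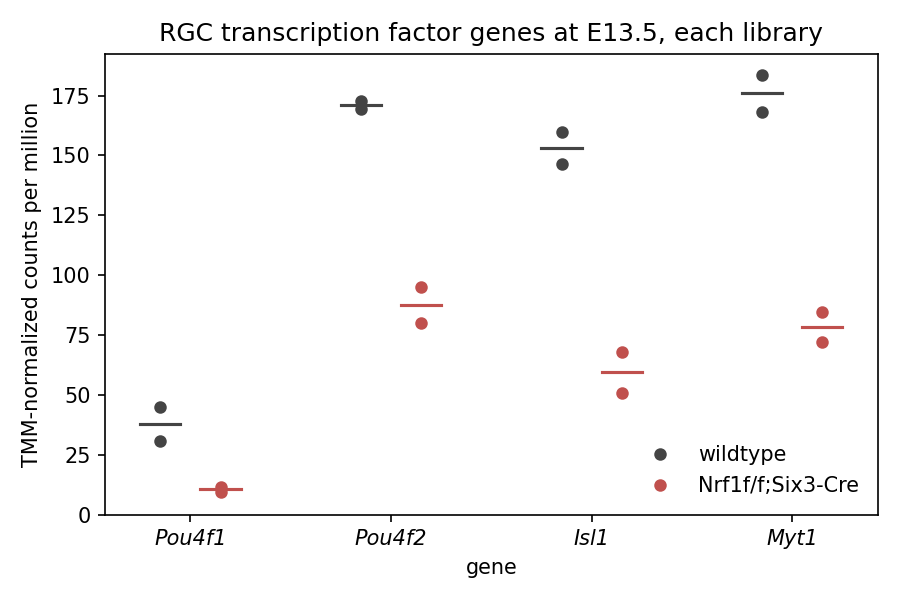
TMM-normalized CPM (vertical axis) of RGC transcription factor genes (horizontal axis) at E13.5, with a point for each wildtype and each *Nrf1* f/f*;Six3-Cre* library and a bar at the mean of each genotype. For *Pou4f1*, *Pou4f2*, *Isl1* and *Myt1* the mutant points lie below the wildtype points.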

The majority of these genes were expressed in RGCs, including *Pou4f1*, *Pou4f2*, *Isl1*, and *Myt1*, which are known to be expressed in differentiating RGCs [35]. In addition, 41 genes involved in neuronal differentiation were found, such as *neurofilament light chain* (*Nefl*) and *neurofilament middle chain* (*Nefm*). 

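Table 4 places 42 genes under neuron differentiation, with a median log2 fold change of -1.65 and a range from -2.84 to -0.81. *Nefl*, on chromosome 14 of GRCm38 from 68083863 to 68089095, fell from 362 ± 71.4 CPM in wildtype to 93.5 ± 18.5 in *Nrf1* f/f*;Six3-Cre* retinas (SD, n = 2), with a log2 fold change of -1.95 (standard error 0.16, adjusted p = 0.000129 from edgeR's quasi-likelihood test). *Nefm* lies beside it on the same chromosome, from 68119545 to 68125004, and fell from 133 ± 10.3 to 51.3 ± 15.5 CPM, with a log2 fold change of -1.38 (standard error 0.17, adjusted p = 0.000696 from edgeR).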

We also compared the 488 downregulated genes in *Nrf1*^*f/f*^*;Six3-Cre* to the 49 significantly downregulated genes in the Pou4f2^-/-^ retina [36] and found 18 common genes downregulated in both *Nrf1*^*f/f*^*;Six3-Cre* and *Pou4f2*^-/-^ retinas (data not shown). Among them, 7 genes are enriched in Atoh7+ retinas. These results indicate *Nrf1* depletion affects RGC gene expression.

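Table 4 marks these 7 genes by italics. Apart from *Pou4f1*, *Pou4f2* and *Nefl*, they are *Ebf3*, *Gap43*, *Mapt* and *Nell2*. *Mapt*, which encodes the microtubule-associated protein tau, had the largest decrease of the 7, with a log2 fold change of -2.35 (standard error 0.24, adjusted p = 0.000294 from edgeR's quasi-likelihood test). The log2 fold changes of *Nell2*, *Ebf3* and *Gap43* were -2.26, -1.73 and -1.68, with standard errors of 0.23, 0.15 and 0.11. In all 7 genes the decrease was larger than the spread between replicates.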

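The paper starts from the genes called lower in *Nrf1* f/f*;Six3-Cre* retinas and notes that many of them are enriched in Atoh7+ cells or reduced in Pou4f2-deficient retinas, and that most are expressed in RGCs. From this overlap, the paper concludes that loss of *Nrf1* affects the expression of RGC genes. Marker lists of other retinal cells were not chosen on these libraries, unlike Table 4, so their medians cannot be compared with its median. The 13 progenitor genes had a median log2 fold change of -0.06, and it turned to 0.0036 without wildtype replicate 2 and to 0.0032 without mutant replicate 1. The 6 photoreceptor precursor genes had a median of -0.25, all 6 were lower and 2 were called. As a set they were lower by camera with a preset correlation (adjusted p = 0.0257) and by fry (adjusted p = 0.0355). They were not lower by camera with an estimated correlation (adjusted p = 0.452). The 6 amacrine and horizontal cell genes passed none of these tests. Their median was -0.33, between 1.42 for *Tfap2a* and -2.29 for *Lhx1*. The last median was -0.0013 with only genes of at least 10 counts in every library. On the authors' deposited normalized values, *Tfap2a* was at 0.39 and *Lhx1* at -0.26 (adjusted p = 0.074 and 0.0589 from limma). Both missed only the fold threshold there. That scale shrinks the folds of genes with few reads, so this does not decide whether these 2 genes changed.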

**Table 4:** Genes downregulated in *Nrf1*^*f/f*^; *Six3-Cre* that are enriched in Atoh7+ cells

	Gene name	FC	Spatial expression
Transcription factor	Barhl2	−1.63	RGC
	Ebf1	−2.63	RGC
	*Ebf3*	−3.09	RGC
	Irx2	− 2.35	RGC
	Irx3	−1.97	RGC
	Irx5	−2.43	RGC
	Irx6	−2.18	RGC
	Isl1	−2.43	RGC
	Myt1	−2.14	RGC
	Onecut3	−2.15	RGC
	*Pou4f1*	−2.62	RGC
	*Pou4f2*	−1.89	RGC
	Pou6f2	−2.28	RGC
	Ptf1a	−2.02	retina
	Tub	−2.38	RGC
Neuron differentiation	Actl6b	−2.2	RGC
	Adcyap1	−1.71	RGC
	Bsn	−2.27	RGC
	Celsr3	−2.35	RGC
	Cend1	−1.89	RGC
	Cntn2	−3.09	RGC
	Dcx	−2.87	RGC
	Dner	−2.08	RGC
	Dnm3	−1.7	unknown
	Dok5	−1.52	retina
	Dscam	−2.5	retina
	Elavl3	−1.52	RGC
	Elavl4	−2.67	retina
	*Gap43*	−3.02	RGC
	Gprin1	−2.51	retina
	Ina	−3.56	RGC
	Insc	−1.88	unknown
	Islr2	−3.49	RGC
	Kif5a	−2.66	RGC
	Klhl1	−1.76	RGC
	L1cam	−2.65	RGC
	*Mapt*	−4.37	RGC
	Mmp24	−2.32	RGC
	Myo16	−1.61	RGC
	Myt1l	−2.61	RGC
	*Nefl*	−3.67	RGC
	Nefm	−2.46	RGC
	*Nell2*	−3.49	RGC
	Nptx1	−1.63	RGC
	Nrn1	−2.91	RGC
	Ret	−3.75	RGC
	Scn3b	−2.77	RGC
	Scrt1	−2.11	RGC
	Sez6l	−2.56	RGC
	Slit1	−1.81	RGC
	Snap25	−2.41	RGC
	Stmn2	−3.26	RGC
	Stmn3	−3.65	RGC
	Th	−2.45	retina
	Tnik	−1.63	unknown
	Tubb3	−2.38	RGC
	Unc13a	−2.62	RGC
Others	1810041L15Rik	−2.49	RGC
	A930011O12Rik	−2.08	unknown
	Ajap1	−1.66	RGC
	Akap6	−3.68	RGC
	Apba2	−1.93	RGC
	Arg1	−1.55	RGC
	Atp1a3	− 1.7	retina
	Cacna1b	−2.28	RGC
	Calb2	−2.96	RGC
	Ccnd1	−1.83	RPC
	Cda	−1.56	RGC
	Celf3	−2.19	RGC
	Celf5	−1.89	retina
	Chga	−1.65	RGC
	Chgb	−1.72	RGC
	Chst8	−1.95	RGC
	Coro2a	−1.85	RGC
	Crmp1	−2.78	RGC
	D930028M14Rik	−1.8	RGC
	Disp2	−2.82	RGC
	Dnajc6	−1.78	RGC
	Dusp26	−2.37	RGC
	Eya2	−1.59	RGC
	Fam155a	−1.76	RGC
	Fam78b	−1.73	unknown
	Fgf15	−1.61	RPC
	Gabbr2	−1.97	unknown
	Gdap1l1	−1.91	RGC
	Grm2	−2.67	unknown
	Hecw1	−2.5	RGC
	Hspa12a	−2.21	retina adult
	Igfbpl1	−2.25	RGC
	Iqsec3	−1.53	RGC
	Kcnq2	−2.47	unknown
	Mapk11	−1.75	RGC
	Mtus2	−2.7	RGC
	Nacad	−2.65	RGC
	Nhlh2	−2.68	RGC
	Nmnat2	−2.43	RGC
	Nsg2	−3.26	RGC
	Pak7	−2.04	unknown
	Ppp2r2b	−1.8	RGC
	Ppp2r2c	−1.88	unknown
	Rab3c	−2.12	RGC
	Rph3a	−2.58	RGC
	Rtn1	−2.59	RGC
	Rundc3a	−2.27	RGC
	Rusc1	−1.92	RGC
	Scg3	−2.94	RGC
	Scn3a	−2.4	unknown
	Sez6l2	−2.56	RGC
	Slc17a6	−2.88	RGC
	Smpd3	−1.97	RGC
	Sncg	−4.74	RGC
	Spire2	−1.54	RGC
	Srrm3	−2	unknown
	Sst	−2.14	RGC
	Stk32a	−1.83	RGC
	Svop	−2.17	RGC
	Thsd7b	−2.45	unknown
	Trim46	−1.56	unknown
	Trp53i11	−1.79	RGC
	Tubb2a	−2.35	unknown
	Unc79	−2.31	unknown
	Vwa5b2	−1.67	RGC
	Xkr7	−1.69	unknown

488 downregulated genes in *Nrf1*^*f/f*^; *Six3-Cre* retinas compared with 236 genes enriched in Atoh7+ retinal cells [34] identified 121 common genes. They are listed with official gene name, RNA-seq fold difference, and spatial expression pattern. Italicized gene names indicated downregulated genes in E14.5 Pou4f2^−/−^ retinas [35]. *FC* fold change

### Defective axon outgrowth in *Nrf1*^*f/f*^*;Six3-Cre* retinas

To determine whether retinal neurons were defective in neurite outgrowth, we cultured retinal explants from E13.5 wildtype and *Nrf1*^*f/f*^*;Six3-Cre* embryos to examine axonal outgrowth. Consistent with the RNA-seq analysis, we found that retinal explants from *Nrf1*^*f/f*^*;Six3-Cre* embryos failed to form and extend well-bundled axons as in wildtype explants (Fig. 7b, c), indicating an important function for Nrf1 in regulating genes involved in neurite outgrowth.

### Altered expression of genes associated with mitochondrial function and energy production in *Nrf1*^*f/f*^*;Six3-Cre* retinas

Because Nrf1 is a key regulator of nuclear-encoded genes involved in mitochondrial functions, we then tested whether genes involved in mitochondrial functions were altered in *Nrf1*-deficient retinas. By comparing the gene list in MitoCarta 2.0 [37, 38], we revealed a subset of genes with altered expression levels in *Nrf1*-mutant retinas, and color-coded and mapped them to various functional subdomains in the mitochondria (Fig. 7d). In addition, 5 glycolysis genes with affected expression levels in *Nrf1*-deficient retinas were identified (Fig. 7e, q). For example, mRNA levels of *cytochrome c oxidase subunit 4i2* (*Cox4i2*) in *Nrf1*-mutant retinas were reduced to ~ 44% of those in wildtype retinas. 

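Fig. 7e lists 30 of these mitochondrial genes, 11 increased and 19 decreased. The study picked them from the same libraries, so their passing here is not independent evidence. All 19 decreased genes passed the thresholds in the counts, with a median log2 fold change of -0.72, from -1.71 for *Dusp26* to -0.55 for *Ccdc127*. Of the 11 increased genes, 10 passed, with a median over the 11 of 1.16 and the highest value of 3.84 for *Pmaip1*. *Pmaip1* rose from 30 and 17 reads in the wildtype libraries to 270 and 418 in the *Nrf1* f/f*;Six3-Cre* libraries (standard error 0.38, adjusted p = 0.000252 from edgeR's quasi-likelihood test). *Shmt2*, which encodes mitochondrial serine hydroxymethyltransferase, fell from 203 ± 11.5 to 123 ± 0.588 CPM (SD, n = 2), with a log2 fold change of -0.72 (standard error 0.08, adjusted p = 0.00034 from edgeR).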

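The 5 glycolysis genes all passed the thresholds in the counts, 4 of them lower and *Pgam2* higher in *Nrf1* f/f*;Six3-Cre* retinas. They too were picked from these libraries, so this is not independent evidence. *Pfkp*, on chromosome 13 of GRCm38 from 6579874 to 6649060, fell from 58.1 ± 7.03 to 19.5 ± 2.73 CPM (SD, n = 2), with a log2 fold change of -1.58 (standard error 0.12, adjusted p = 0.000104 from edgeR's quasi-likelihood test). *Tpi1* had a log2 fold change of -0.56 (standard error 0.08, adjusted p = 0.0013 from edgeR). That of *Hk1* was -0.50 (standard error 0.08, adjusted p = 0.00211 from edgeR), close to the threshold, and it was -0.46 with upper-quartile scaling and no longer a 1.4-fold change. *Pgam2* had few reads, 29 and 51 in the wildtype and 598 and 226 in the mutant libraries. Its log2 fold change was 3.30 (standard error 0.52, adjusted p = 0.0022 from edgeR), and leaving out each library in turn moved it between 2.43 and 3.90. Over a list of 18 glycolysis genes, which includes these 5, 13 were lower and 5 higher, with a median log2 fold change of -0.36.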

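*Cox4i2*, on chromosome 2 of GRCm38 from 152753916 to 152765039, had 2074 and 1698 reads in the wildtype libraries and 641 and 553 in the *Nrf1* f/f*;Six3-Cre* libraries. Its level in the mutant was 30.9% ± 3.22 of wildtype (SD, n = 2), with a log2 fold change of -1.69 (standard error 0.12, adjusted p = 9.9e-05 from edgeR's quasi-likelihood test). On the authors' deposited normalized values, the level was 44.3% of wildtype, and the paper's reported value is 44%.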

We tested mitochondrial respiratory activity in *Nrf1*^*f/f*^*;Six3-Cre* retinas by examining the histochemical activity of COX. Intense COX activity was detected in RGCs (arrowhead in Fig. 7f) and the outermost area of retina where photoreceptor precursors resided (arrow in Fig. 7f). In contrast, COX activity was diminished to background levels in the *Nrf1*^*f/f*^*;Six3-Cre* retina (Fig. 7g). We then performed qRT-PCR analysis on a small, selected set of these affected genes and found that the levels of expression of all of them were consistent with the RNA-seq data (Fig. 7h, *Cox4i2*: *P* = 0.038, *Idh*: *P* = 0.0001, *Dna2*: *P* = 0.003, *Gdap1*: *P* = 0.002, *Shmt2*: *P* = 0.003, *Cpt1a*: *P* = 0.0001, *Sardh*: *P* = 0.003, *Ucp2*: *P* = 0.013, *Pmaip1*: *P* = 0.048, *Rab32*: *P* = 0.014).

Furthermore, we performed in situ hybridization (ISH) for several genes whose expression was either upregulated (*Cpt1a* and *Slc16a1*) or downregulated (*Idh1*, *Ldha*) in *Nrf1* mutants by RNA-seq analysis. 

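In the counts, *Cpt1a*, on chromosome 19 of GRCm38 from 3322326 to 3385735, rose from 25.5 ± 0.0304 to 58.1 ± 5.06 CPM (SD, n = 2), with a log2 fold change of 1.19 (standard error 0.09, adjusted p = 9.9e-05 from edgeR's quasi-likelihood test). *Slc16a1*, on chromosome 3 from 104638664 to 104658462, had a log2 fold change of 0.47 (standard error 0.09, adjusted p = 0.00653 from edgeR). Both mutant libraries lay above both wildtype libraries, but the change was slightly below 1.4-fold, and it was 0.51 and above that limit with upper-quartile scaling. *Idh1*, on chromosome 1 from 65158616 to 65186479, fell from 264 ± 9.66 to 152 ± 21.1 CPM, with a log2 fold change of -0.79 (standard error 0.10, adjusted p = 0.000794 from edgeR). *Ldha*, on chromosome 7 from 46842274 to 46855627, fell from 529 ± 0.413 to 307 ± 29.4 CPM, with a log2 fold change of -0.78 (standard error 0.09, adjusted p = 0.000439 from edgeR).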

*Cpt1a*, encoding carnitine palmitoyltransferase 1a, is involved in lipid transfer in mitochondria. In E13.5 wildtype retinas, *Cpt1a* was expressed at extremely low levels, barely detectable even by ultrasensitive RNAscope ISH (Fig. 7i). In *Nrf1*-mutant retinas, weak but detectable *Cpta1* transcripts were visible in the central retina (arrowheads in Fig. 7j). *Slc16a1*, encoding solute carrier family 16 (monocarboxylic acid transporters) member 1, is involved in lactate/pyruvate transport in mitochondria. *Slc16a1* was expressed in the peripheral retina in E13.5 wildtype retinas and upregulated in the central area of *Nrf1*^*f/f*^*;Six3-Cre* retinas (Fig. 7k, l). *Idh1*, encoding isocitrate dehydrogenase 1, was highly expressed in RGCs in wildtype retinas, whereas its expression was drastically reduced in *Nrf1*^*f/f*^*;Six3-Cre* retinas (Fig. 7m, n). *Ldha*, encoding lactate dehydrogenase A, which catalyzes the conversion of lactate to pyruvate in the glycolysis pathway, was highly expressed in RPCs in wildtype retinas but downregulated in *Nrf1*^*f/f*^*;Six3-Cre* retinas (Fig. 7o, p). To confirm the effect of *Nrf1* deletion on the 5 genes involved in the glycolysis pathway, we performed qRT-PCR analysis for these 5 glycolysis-associated genes (Fig. 7q, *Ldha*: *P* = 0.0003, *HK1*: *P* = 0.0001, *Pfkp*: *P* = 0.018, *Tpi1*: *P* = 0.049, *Pgam2*: *P* = 0.0005) and confirmed that expression levels of these genes were indeed affected as revealed by RNA-seq analysis. These data indicate that Nrf1 is important in regulating various metabolic pathways, including lipid metabolism, glycolysis, and oxidative phosphorylation, during retinal development.

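Across Fig. 7e, 34 of its 35 genes passed the thresholds in the direction given. The study picked these genes from the same libraries, so this is not independent evidence. The paper concludes that *Nrf1* is important for the regulation of several metabolic pathways. Its evidence includes these genes, their qRT-PCR and in situ hybridization, and staining for cytochrome c oxidase activity. The 89 tested nuclear genes of oxidative phosphorylation were not chosen on these libraries, so their calls cannot be compared with those of Fig. 7e. They had a median log2 fold change of -0.09, with 70 lower and 19 higher in *Nrf1* f/f*;Six3-Cre* retinas. At the thresholds, 2 of them were called lower, and 2 higher, the same numbers as when adjusted over the list alone. The lowest was *Ndufa4l2*, with a log2 fold change of -1.77, and the highest was *Cox6a2*, with 3.72 (standard error 1.15). *Cox6a2* had only 5 and 0 reads in the wildtype and 52 and 17 in the mutant libraries. Its value lay between 2.71 and 8.06 with each library left out in turn, the highest without wildtype replicate 1. On the authors' deposited normalized values, which shrink folds at few reads, it was 0.39 (adjusted p = 0.0346 from limma) and missed only the fold threshold. As a set they were lower by camera with a preset correlation (adjusted p = 0.00284 over 19 lists), but not by fry (adjusted p = 0.165). The 10 widely expressed nuclear cytochrome c oxidase genes had a median log2 fold change of -0.12, and none was called lower or higher. These values describe mRNA and say nothing about enzyme activity. The paper found cytochrome c oxidase activity reduced to background in the mutant retina.

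**Figure D2:**
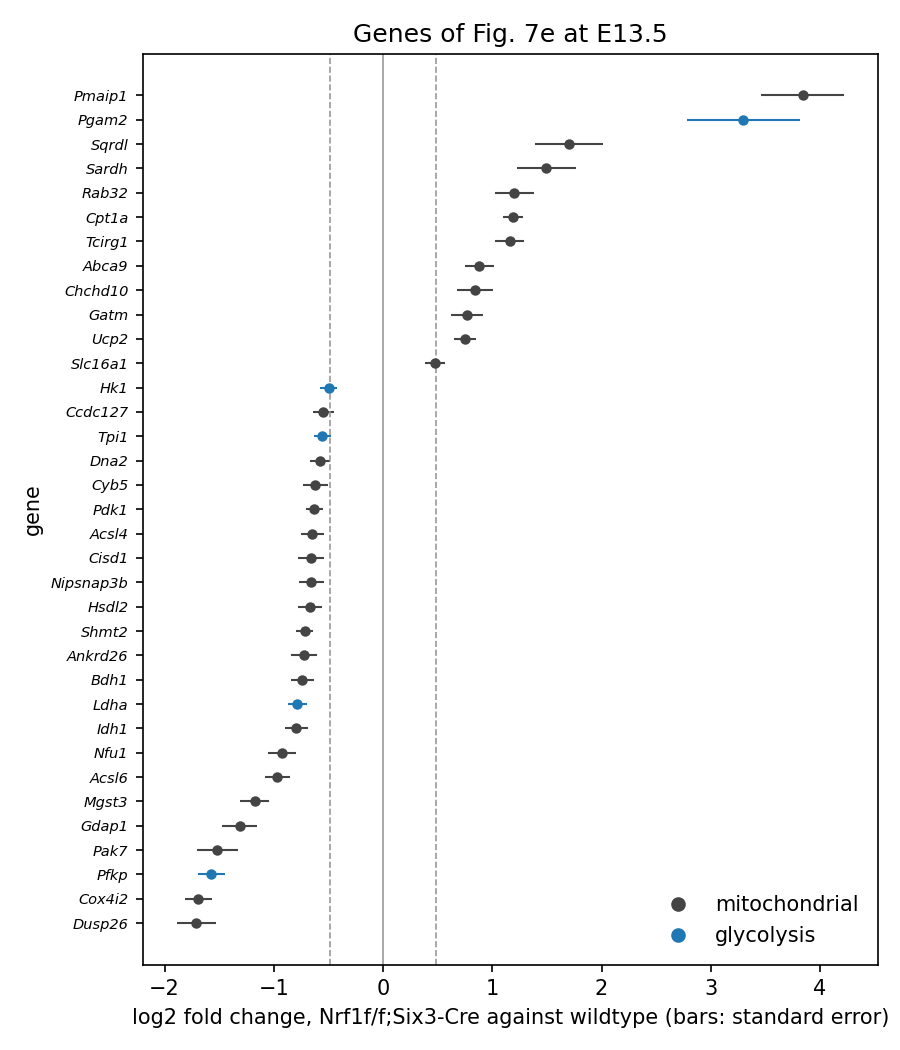
Log2 fold change between *Nrf1* f/f*;Six3-Cre* and wildtype retinas (horizontal axis) for each gene of Fig. 7e (vertical axis), with bars for the standard error colours for mitochondrial and glycolysis genes, and dashed lines at a 1.4-fold change. *Pmaip1* and *Pgam2* have the highest values, 3.84 and 3.30, and *Dusp26* the lowest, -1.71.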

### Deleting *Nrf1* in rod photoreceptors caused complete rod degeneration

To investigate the in vivo function of *Nrf1* in differentiated neurons, we choose to use rod PRs as a model system, because rod PRs are the major neuronal type in the retina, and a large number of genetic mutations causing PR degeneration have been identified [39]. We bred a *Rho-iCre* transgenic mouse line with mice harboring *Nrf1*^*flox*^ allele to delete *Nrf1* in the photoreceptor cells. Prior to 6 weeks of age, *Nrf1*^*f/f*^*;Rho-iCre* retinas did not show any sign of histological phenotype compared with wildtype retinas (Fig. 8a, b). Starting from 8 weeks, the thickness of the ONLs in the *Nrf1*^*f/f*^*;Rho-iCre* retinas was notably thinner than that in the control retinas (Fig. 8c, d), and the number of PRs decreased to 50% of that in wildtype retinas (Fig. 8m, 3 weeks: *P* = 0.373, 6 weeks: *P* = 0.070, 7 weeks: *P* = 0.001, 8 weeks: *P* = 0.0001). At 5 months, the ONLs had almost disappeared (Fig. 8e, f).

**Fig. 8:**
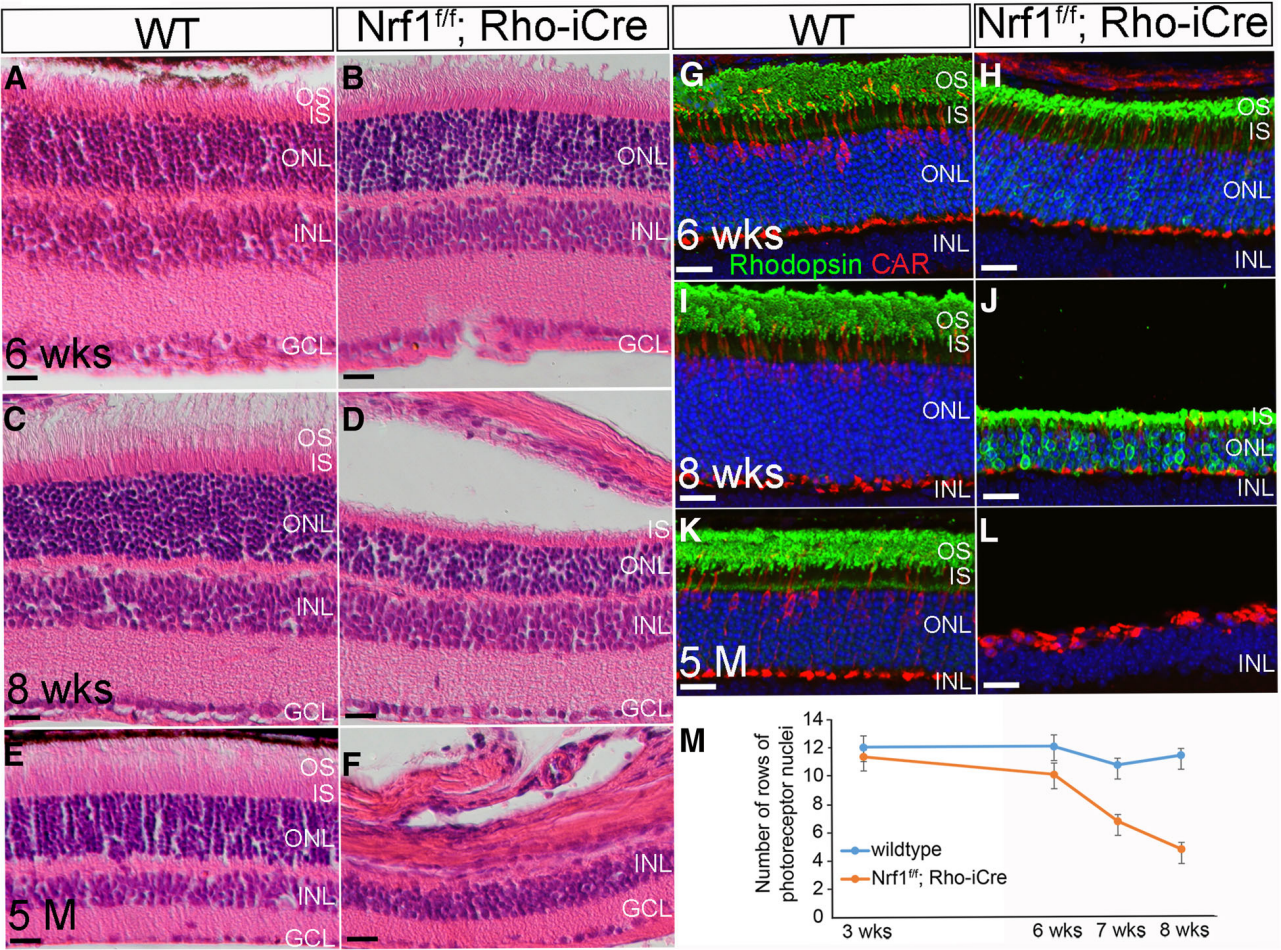
*Nrf1* conditional knockout by *Rho-iCre* causes severe photoreceptor degeneration. (**a–f**) H&E staining of retinal sections from wildtype (**a**, **c**, and **e**) and *Nrf1*^*f/f*^*;Rho-iCre* (**b**, **d**, and **f**) at 6 weeks, 8 weeks, and 5 months old. (**g–l**) Immunostaining of wildtype (**g**, **i**, and **k**) and *Nrf1*^*f/f*^*;Six3-Cre* (**h**, **j**, and **l**) retinal sections with anti-rhodopsin and anti-cone arrestin antibodies at 6 weeks, 8 weeks, and 5 months old. (**m**) The number of rows of photoreceptor nuclei in wildtype and *Nrf1*^*f/f*^*;Rho-iCre*. Scale bars: 20 μm. OS: outer segment. IS: inner segment. ONL: outer nuclear layer. INL: inner nuclear layer. GCL: ganglion cell layer. WT: wildtype

To determine whether cone photoreceptors were also affected in rod-*Nrf1*-mutants, we immunolabeled wildtype and *Nrf1*^*f/f*^*;Rho-iCre* retinas with rod-specific rhodopsin and cone-specific arrestin (CAR). At 6 weeks of age, rhodopsin was enriched in the outer segments (OSs) of rod PRs. We observed slightly upregulated rhodopsin in *Nrf1*^*f/f*^*;Rho-iCre* retinas compared to wildtype retinas. There was no difference in numbers of CAR+ cells between control and mutant retinas. OSs and ISs were shorter in *Nrf1*^*f/f*^*;Rho-iCre* retinas than in wildtype retinas (Fig. 8g, h). In 8-week-old retinas, rhodopsin+ PRs in *Nrf1*^*f/f*^*;Rho-iCre* retinas were reduced to ~ 30% of wildtype retinas, while strong rhodopsin staining was detected in ONLs of *Nrf1*^*f/f*^*;Rho-iCre* retinas (Fig. 8i, j). At this stage, the number of cone photoreceptor cells was also reduced in *Nrf1*^*f/f*^*;Rho-iCre* retinas compared with wildtype retinas (Fig. 8i, j). In 5-month-old mutant retinas, no rhodopsin+ PRs were detected, while the few remaining cone photoreceptors formed a single column in the ONLs without the distinguishable normal cone-shaped morphology (Fig. 8k, l). Since rod PRs are required for cone survival [40, 41], the cone degeneration in *Nrf1*^*f/f*^*;Rho-iCre* retinas was likely secondary to rod PR degeneration. These results clearly indicate that *Nrf1* is essential for the survival of photoreceptor cells.

### Abnormal mitochondrial morphology and impaired mitochondrial functions in *Nrf1*^*f/f*^*;Rho-iCre* inner segments

To examine how *Nrf1* deletion affected mitochondria in rod PRs, we used transmission electron microscopy to inspect the morphology of mitochondria in 6-week-old *Nrf1*^*f/f*^*;Rho-iCre* retinas, when the ISs had not yet degenerated. We collected transmission electron microscopy images of ISs from wildtype *Nrf1*^*f/f*^*;Rho-iCre* photoreceptors and analyzed with Fiji for the circularity of IS, size of IS, and number of mitochondria. We found that the ISs in *Nrf1*^*f/f*^*;Rho-iCre* retinas were slightly wider than the wildtype ISs (Fig. 9a-c, *P* = 0.002), resulting in a ~ 40% increase in size compared to wildtype retinas (Fig. 9d, *P* = 0.008). The number of mitochondria in a *Nrf1*^*f/f*^*;Rho-iCre* IS section was 2.5 times than that of wildtype (Fig. 9e, *P* = 0.003). The mitochondria in the *Nrf1*^*f/f*^*;Rho-iCre* ISs were notably smaller and displayed a more rounded shape compared to mitochondria in the control retinas and were more widely distributed within the ISs (Fig. 9a, b). A cluster of mitochondria was observed near the outer limiting membranes while no mitochondria were present in the same area in the wildtype ISs (asterisks in Fig. 9b). We also noticed that the OSs in *Nrf1*^*f/f*^*;Rho-iCre* photoreceptors were shorter than that of the controls (Fig. 9f, g).

**Fig. 9:**
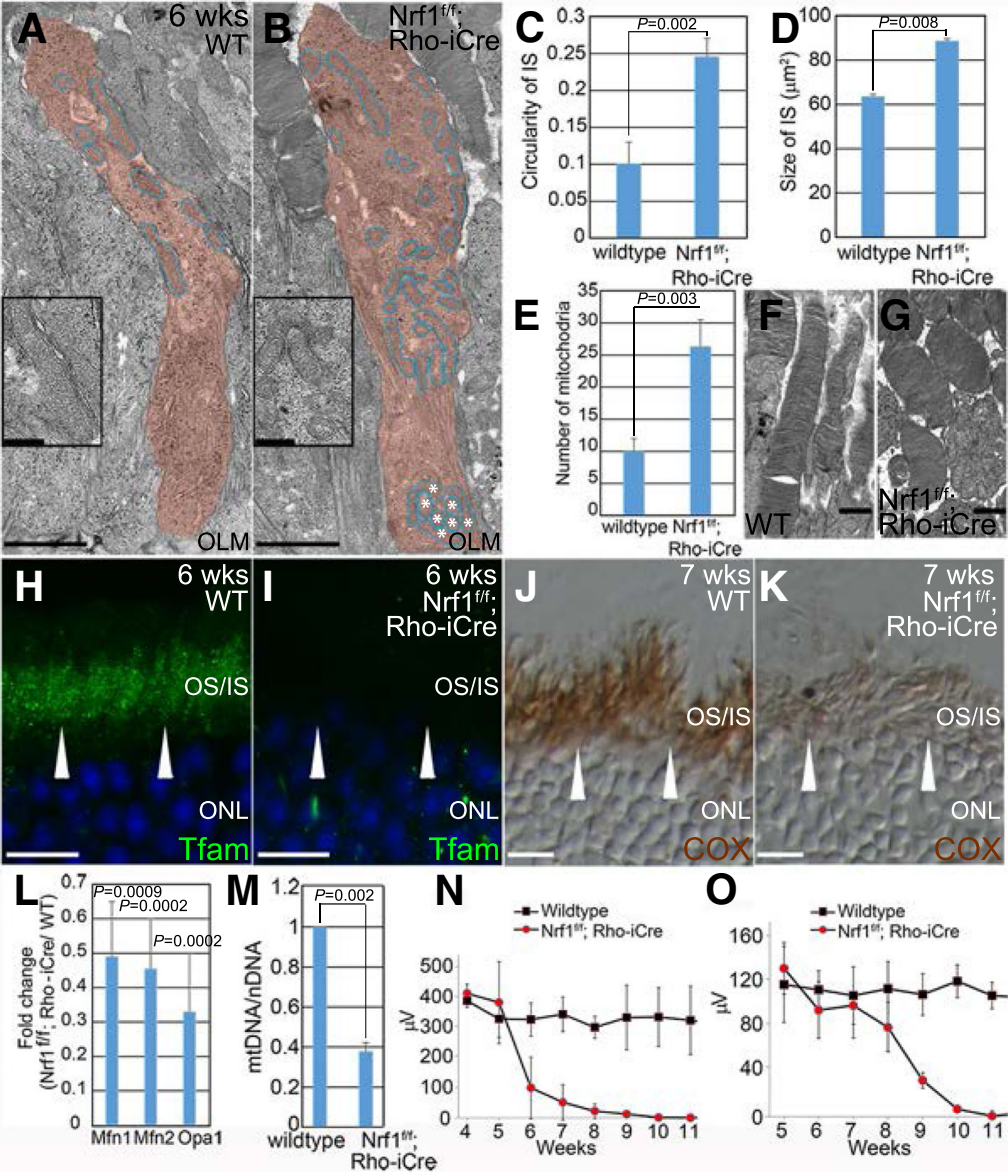
Defective mitochondria and ERG response in *Nrf1*^*f/f*^*;Rho-iCre* retina. (**a**, **b**) Transmission electron microscopy (TEM) images of the inner segments of wildtype and *Nrf1*^*f/f*^*;Rho-iCre* photoreceptors. Inner segment is color-labeled in red, and mitochondria are circled in blue. Asterisks indicate clustered mitochondria near the OLM in *Nrf1*^*f/f*^*;Rho-iCre* ISs. Insets show higher magnification images of indicated areas. (**c**–**e**) TEM images were analyzed with Fiji for the circularity of ISs (**c**), size of ISs (**d**) and the number of mitochondria (**e**). **f**, **g** TEM images of the outer segments of wildtype (**f**) and *Nrf1*^*f/f*^*;Rho-iCre* (**g**) photoreceptors. (**h**, **i**) Immunostaining of 6-week wildtype (**h**) and *Nrf1*^*f/f*^*;Rho-iCre* (**i**) retinal sections with anti-Tfam antibody. Arrowheads indicate Tfam staining in ISs. (**j**, **k**) COX activity of 7-week wildtype (**j**) and *Nrf1*^*f/f*^*;Rho-iCre* (**k**) retinal sections. Arrowheads indicate COX activities in ISs. (**l**) qRT-PCR analysis of genes involved in mitochondria fusion of wildtype and *Nrf1*^*f/f*^*;Rho-iCre* retinas. (**m**) Mitochondria copy number of 6-week-old wildtype and *Nrf1*^*f/f*^*;Rho-iCre* retinas. (**n**, **o**) ERGs of wildtype and *Nrf1*^*f/f*^*;Rho-iCre* littermates under dark-adapted (scotopic, **n**) and light-adapted (photopic, **o**) conditions. Scale bars: 1 μm in **a**, **b**, **f** and **g**, 10 μm in **h–k**. OLM: outer limiting membrane. OS: outer segment. IS: inner segment. ONL: outer nuclear layer. WT: wildtype

Nuclear-encoded mitochondrial transcription factor A (Tfam/mtTFA), a key regulator of mitochondrial transcription and mitochondrial genome replication, is a known downstream target of Nrf1 [42]. To examine whether Tfam was affected in Nrf1-deficient rod PRs, we inspected Tfam expression by immunostaining and found that Tfam expression was abolished in *Nrf1*^*f/f*^*;Rho-iCre* ISs whereas strong expression of Tfam was observed in the wildtype ISs (Fig. 9h, i). Abnormalities in the number, morphology, and distribution of mitochondria, and the downregulation of a key mitochondrial regulator Tfam in *Nrf1*^*f/f*^*;Rho-iCre* ISs prompted us to determine whether mitochondrial function was compromised. We performed a COX assay to examine the mitochondrial enzymatic activity. As expected, COX activity was weaker in *Nrf1*^*f/f*^*;Rho-iCre* ISs compared with wildtype ISs (Fig. 9j, k). Furthermore, we tested whether the expression levels of genes involved in mitochondrial fusion were affected in *Nrf1*^*f/f*^*;Rho-iCre* retinas. Mitofusion-1 (Mfn1), Mfn2, and Optic Atrophy 1 (Opa1) are key mitochondrial proteins mediating mitochondrial fusion [43–45]. Deletion of *Mfn1* and *Mfn2* in skeletal muscle results in reduction of mtDNA and respiratory deficiencies [25]. We performed qRT-PCR to compare mRNA expression levels of *Mfn1*, *Mfn2,* and *Opa1* in 6-week-old wildtype and *Nrf1*^*f/f*^*;Rho-iCre* retinas. In *Nrf1*^*f/f*^*;Rho-iCre* retinas, *Mfn1*, *Mfn2,* and *Opa1* levels decreased to ~ 50% of wildtype retinas (Fig. 9l, *Mfn1*: *P* = 0.0009, *Mfn2*: *P* = 0.0002, *Opa1*: *P* = 0.0002). In addition, the copy numbers of mtDNA in *Nrf1*^*f/f*^*;Rho-iCre* retinas was ~ 38% compared to that of wildtype retinas (Fig. 9m), consistent with Tfam’s role as a major regulator of mtDNA replication and mitochondrial transcription.

Because *Nrf1*^*f/f*^*;Rho-iCre* retinas displayed severe rod degeneration followed by cone degeneration, we set out to track outer retina function using electroretinography (ERG). Dark-adapted wildtype and *Nrf1*^*f/f*^*;Rho-iCre* mice were exposed to calibrated light flashes for ERG recording. The scotopic a-wave amplitudes of *Nrf1*^*f/f*^*;Rho-iCre* mice were similar to those of wildtype before 5 weeks of age, began to decline at 6 weeks, and had completely diminished by 3 months (Fig. 9n, 4 weeks: *P* = 0.3101, 5 weeks: *P* = 0.4548. Six weeks: *P* = 1.6988E-05, 7 weeks: *P* = 3.0756E-09, 8 weeks: *P* = 9.7899E-12, 9 weeks: *P* = 2.7743E-16, 10 weeks: *P* = 9.8167E-05, 11 weeks: *P* = 0.00497). Photopic ERG b-wave amplitudes from light-adapted wildtype and *Nrf1*^*f/f*^*;Rho-iCre* mice were similar before 7 weeks of age, started to decline noticeably at 8 weeks, and were undetectable beyond 10 weeks (Fig. 9o, 5 week: *P* = 0.7052, 6 weeks: *P* = 0.2420, 7 weeks: *P* = 0.4169, 8 weeks: *P* = 0.0522, 9 weeks: *P* = 8.0496E-05, 10 weeks: *P* = 0.0002, 11 weeks: *P* = 6.8768E-05). These data indicate that PR functional loss precedes morphological defects and further demonstrate that deleting *Nrf1* in rod PRs causes abnormal mitochondria and impaired mitochondrial function, resulting in reduced outer retina activity and eventual complete photoreceptor loss.

## Discussion

Functional mitochondrial biogenesis is essential for energy metabolism, calcium homeostasis, the biosynthesis of amino acids, cholesterol, and phospholipids, elimination of excessive reactive oxygen species, and apoptosis. Nrf1 was identified as a major transcriptional regulator that connects the regulation of nuclear-encoded genes and mitochondrial biogenesis and has been implicated in the pathology of several neurodegenerative diseases [16, 46]. However, little is known about its role in central nervous system development because of the lack of an appropriate animal model. To fill this gap of knowledge, we generated *Nrf1* conditional knockout mouse models and used these mouse lines to conduct the first comprehensive in vivo study to delineate various roles of Nrf1 in proliferating neural progenitor cells, newly differentiated RGCs, and terminally differentiated rod PRs.

Previous studies have provided evidence for *Nrf1*’s role in cell growth and proliferation. For example, a genome-wide ChIP-chip study has revealed that Nrf1 binds and regulates a number of E2F-targeted genes involved in DNA replication and repair, mitosis and chromosome dynamics, and metabolism [47]. A ChIP-seq study using SK-N-SH human neuroblastoma cells has revealed that Nrf1 target genes contain genes associated with cell cycle regulation [16]. Cyclin D1-dependent kinase phosphorylates Nrf1 and inhibits its transcriptional activity [48]. *Nrf1*-deleted mouse embryos die during the peri-implantation stage between embryonic days 3.5 and 6.5 in part due to reduced cell proliferation [20]. In our study, we showed that deleting *Nrf1* in the proliferating RPCs reduced cell proliferation indices in the developing retina. The few surviving RPCs that exited the cell cycle and differentiated into RGCs failed to migrate from the neuroblast layer to the ganglion cell layer. Using RNA-seq analysis, we discovered that genes involved in neurite outgrowth are significantly downregulated in *Nrf1*-deficient retinas. Consistent with the RNA-seq data, we demonstrated that neurite outgrowth activity was reduced in *Nrf1*-deleted retinal explants compared to control explants. Although we cannot exclude the possibility that the RGC migration and neurite outgrowth phenotypes seen in *Nrf1*-mutants are caused indirectly by defective mitochondria, a recent study on a RPC-specific knockout of Ronin, a key transcriptional regulator for mitochondrial gene expression and RPC proliferation, has shown that conditionally deleting Ronin in RPCs causes defective mitochondrial function and premature cell cycle exit in RPCs, leading to the generation of more RGCs [49]. Interestingly, these extra, newly differentiated RGCs survive and do not display any defects as observed in *Nrf1*-mutants, suggesting that Nrf1 directly regulates subsets of genes for RGC migration and neurite outgrowth during retinal development. Together this in vivo and ex vivo evidence supports the previous findings that *Nrf1* is essential for cell growth, proliferation, and neurite outgrowth [50].

In the developing mouse retina, the proliferating RPCs and the terminally differentiated retinal neurons adopt different metabolic pathways for energy production. In RPCs, aerobic glycolysis is a predominant way to produce ATP, whereas oxidative phosphorylation is utilized in differentiated neurons [51]. Such a transition is observed in many developmental systems, suggesting that the reconfiguration of energy metabolic pathways is likely intricately mapped onto the regulatory networks controlling cell cycle progression and differentiation. In *Nrf1*-mutant retinas, *Ldha*, which encodes the enzyme that converts pyruvate to lactate and generates the nicotinamide adenine dinucleotide (NAD+) necessary for aerobic glycolysis [52], was significantly downregulated. Additionally, several glycolytic pathway genes were also downregulated in *Nrf1*-mutant RPCs, suggesting that *Nrf1*-mutant RPCs may shift to utilize oxidative phosphorylation to produce energy. Consistent with this, pyruvate dehydrogenase kinase isoenzyme 1 (Pdk1), a metabolic checkpoint enzyme that inactivates pyruvate dehydrogenase, was also downregulated in *Nrf1* mutant RPCs. Hence the increased pyruvate dehydrogenase activity would enable pyruvate to enter the tricarboxylic acid cycle. 

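*Pdk1*, on chromosome 2 of GRCm38 from 71873215 to 71903858, was measured in RNA of whole E13.5 retinas. It fell from 87.9 ± 4.94 CPM in wildtype to 56.7 ± 0.0196 in *Nrf1* f/f*;Six3-Cre* retinas (SD, n = 2), with a log2 fold change of -0.63 (standard error 0.08, adjusted p = 0.000656 from edgeR's quasi-likelihood test).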

Despite Nrf1’s known function as a transcriptional activator, a subset of genes carrying out various mitochondrial functions, and *Pgam2*, encoding phosphoglycerate mutase which is involved in glycolysis, are upregulated in *Nrf1*-mutant retinas. Among them we observed the upregulation of *Cpt1a* and *Slc16a1* in mutant RPCs. It is currently unknown whether Nrf1 functions as a repressor that directly modulates the transcriptional levels of these genes or if deleting *Nrf1* indirectly leads to reprogramming in their transcriptional regulatory regions in RPCs. Nevertheless, these data taken together implicate Nrf1 in a regulatory role to enable RPCs to alter their metabolic program and advance to a committed neuronal fate. Although the molecular mechanism regulating the metabolic transition is currently unclear, the potential roles of metabolites in epigenetic control at several levels, including DNA methylation/demethylation and histone modifications, could influence the cellular state and fate [53]. Interestingly, a recent study showed that in vivo Nrf1 binding to its target sites is inhibited by de novo DNA methylation, and active demethylation and obstruction of de novo methylation through the binding of methylation-insensitive transcription factors could de-methylate the nearby genome, thus restoring Nrf1 binding and transcriptional activity [54]. Future research is required to uncover and compare the in vivo occupancy of Nrf1 and the methylome in proliferating RPCs and differentiated rod photoreceptors to determine whether this novel mechanism is actively utilized by Nrf1 and co-regulators in regulating metabolic transition.

The discovery of nuclear-encoded mitochondrial transcription factor A (Tfam/mtTFA) as a target of Nrf1 established the regulatory link between nuclear and mitochondrial gene expression [42]. In wildtype retinal photoreceptors, Tfam was transported to and enriched in the ISs, but its expression was undetectable in 6-week-old *Nrf1*-mutant ISs, confirming that *Tfam* is a bona fide in vivo target of Nrf1. The small, rounded mitochondrial morphology and the increased number of mitochondria seen in the ISs in *Nrf1*-deficient rods suggest that the normal mitochondrial fusion/fission processes are defective in *Nrf1*-mutant rods. Continuous mitochondrial fusion and fission are essential for maintaining a functional mitochondrial network to ensure sufficient exchange of mitochondrial contents, which might be otherwise damaged under stressed environments [55, 56]. Several key molecular regulators for mitochondrial fusion, including *Mfn1*, *Mfn2*, and *Opa1,* were downregulated in 6-week-old *Nrf1*-deficient rods. Because loss of any of these genes causes defects in mitochondrial fusion, impairs mitochondrial oxidative phosphorylation, and eventually leads to apoptosis, it is likely that defective mitochondrial fusion in *Nrf1*-null rods is a major cause of rod degeneration. Consistent with this, *ewg*, the Drosophila homolog of *Nrf1,* has been shown to play a role in regulating mitochondrial fusion and expression of the *Opa1*-like gene during muscle growth in the fly [57]. It is noteworthy that mutations in human *OPA1*, a direct target of human NRF1, are the cause of autosomal dominant optic atrophy [58], which leads to retinal ganglion cell death. Thus, it would be interesting to test whether downregulation of *Nrf1* contributes to RGC death in several glaucoma animal models.

For mammals with vascular retinas, mitochondria in the rod PRs migrate toward and localize in the outer part of the IS (the ellipsoid) for oxygen supplied from choriocapillaris [59, 60]. In *Nrf1*-null rods, however, mitochondria were often trapped near the base of the outer limiting membrane. Proper mitochondrial trafficking within a neuron is critical for clearing the older, damaged components and delivering the new materials encoded by nuclear genes [61]. It is therefore conceivable that mitochondrial trafficking defects in *Nrf1*-mutant retinas also contribute to the death of rod PRs.

Many mouse models of inherited retinal degenerative disease have been established to understand disease mechanisms and design treatment strategies for human diseases [62, 63]. In our study, we showed that *Rho-iCre* efficiently and specifically deleted *Nrf1* in rod cells as early as P10; however, the *Nrf1*-deficient rods degenerated at a relatively slow pace. By 4 weeks of age, we did not find histological differences between the controls and mutants. The first sign of degeneration in rod-Nrf1 mutants was the slight thinning of the ONLs and OSs and the reduction of the scotopic a-wave amplitudes. It took approximately 3 months for the *Nrf1*-deficient rods to completely degenerate. The reason for such resiliency is currently unknown. It is possible that the glycolysis pathway partially supports the energy demand in *Nrf1*-deficient rods. Alternatively, other transcriptional factors and epigenetic memory may transiently compensate for the loss of *Nrf1* to maintain the expression of *Nrf1*-regulated downstream genes. Nevertheless, the slow, progressive rod degeneration found in this new mouse model offers a unique opportunity to investigate how defective mitochondrial biogenesis affects different cellular processes whose defects frequently link to retinal degeneration. Furthermore, mitochondrial function declines with age and is associated with age-related disorders and cell death. It is of interest to test whether any of components in the Nrf1-regulated mitochondrial biogenesis pathway are associated with aging retinas and whether they can be used as therapeutic targets for ameliorating retinal degenerative diseases.

## Conclusions

Our findings confirm some of the known functions of Nrf1 that were previously revealed mainly through in vitro studies. Additionally, we uncovered a novel role for Nrf1 in metabolic reprogramming, although the degree to which Nrf1 is involved in this process during neural development remains to be determined. Our data also shed new light on how dysfunctional mitochondrial biogenesis may be involved in various neurodegenerative diseases. For example, we have shown that RPCs and newly differentiated RGCs are very sensitive to *Nrf1* deletion. In contrast, rod PRs, an energy demanding neuronal type, are much more tolerant of *Nrf1* deletion. We also found that the terminally differentiated RGCs are less sensitive to *Nrf1* deletion (data not shown). This difference may be in part due to the varying roles of *Nrf1* in different cell types and developmental stages; however, it also suggests that different neuronal tissues and cell lineages may have diverse sensitivities to mitochondrial defects. Future experiments using tissue- and cell-specific *Nrf1* deletions will be critical in directly addressing how dysfunctional mitochondrial biogenesis contributes to the pathology and disease progression in neurodegenerative diseases.

## Abbreviations

CAR: Cone-specific arrestin
Ccnd1: Cyclin D1
ChIP-seq: Chromatin immunoprecipitation sequencing
COX: Cytochrome c oxidase
ERG: Electroretinography
ES: Embryonic stem
ewg: Erect wing
FRT: FLP recombinase target
GCL: Ganglion cell layer
INL: Inner nuclear layer
IS: Inner segment
ISH: In situ hybridization
Mfn1: Mitofusion-1
Mfn2: Mitofusion-2
mtDNA: Mitochondrial DNA
nefl: Neurofilament light chain
nefm: Neurofilament middle chain
Nrf1: Nuclear respiratory factor 1
Nrf2/GABP: Nuclear respirator factor 2
OCT: Optimal cutting temperature
OLM: Outer limiting membrane
ONL: Outer nuclear layer
Opa1: Optic atrophy 1
OS: Outer segments
PARP-1: poly(ADP-ribose) polymerase 1
PBS: Phosphate buffered saline
PGC-1: Peroxisome proliferative activated receptor gamma coactivator 1
PR: Photoreceptor
qRT-PCR: Quantitative reverse transcriptase PCR
RGC: Retinal ganglion cell
RNA-seq: RNA sequencing
RPC: Retinal progenitor cell
TEM: Transmission electron microscopy
Tfam: Mitochondrial transcription factor A
TUNEL: Transferase dUTP nick end label
WT: Wildtype

## References

[1] Wu Z, Puigserver P, Andersson U, Zhang C, Adelmant G, Mootha V, Troy A, Cinti S, Lowell B, Scarpulla RC, Spiegelman BM (1999). Mechanisms controlling mitochondrial biogenesis and respiration through the thermogenic coactivator PGC-1. Cell.

[2] Virbasius CA, Virbasius JV, Scarpulla RC (1993). NRF-1, an activator involved in nuclear-mitochondrial interactions, utilizes a new DNA-binding domain conserved in a family of developmental regulators. Genes Dev.

[3] Hock MB, Kralli A (2009). Transcriptional control of mitochondrial biogenesis and function. Annu Rev Physiol.

[4] Spiegelman BM (2007). Transcriptional control of mitochondrial energy metabolism through the PGC1 coactivators. Novartis Found Symp.

[5] Calzone FJ, Hoog C, Teplow DB, Cutting AE, Zeller RW, Britten RJ, Davidson EH (1991). Gene regulatory factors of the sea urchin embryo. I. Purification by affinity chromatography and cloning of P3A2, a novel DNA-binding protein. Development.

[6] DeSimone SM, White K (1993). The Drosophila erect wing gene, which is important for both neuronal and muscle development, encodes a protein which is similar to the sea urchin P3A2 DNA binding protein. Mol Cell Biol.

[7] Becker TS, Burgess SM, Amsterdam AH, Allende ML (1998). Hopkins N: not really finished is crucial for development of the zebrafish outer retina and encodes a transcription factor highly homologous to human nuclear respiratory factor-1 and avian initiation binding repressor. Development.

[8] Schaefer L, Engman H, Miller JB (2000). Coding sequence, chromosomal localization, and expression pattern of Nrf1: the mouse homolog of Drosophila erect wing. Mamm Genome.

[9] Evans MJ, Scarpulla RC (1990). NRF-1: a trans-activator of nuclear-encoded respiratory genes in animal cells. Genes Dev.

[10] Scarpulla RC (1997). Nuclear control of respiratory chain expression in mammalian cells. J Bioenerg Biomembr.

[11] Gleyzer N, Vercauteren K, Scarpulla RC (2005). Control of mitochondrial transcription specificity factors (TFB1M and TFB2M) by nuclear respiratory factors (NRF-1 and NRF-2) and PGC-1 family coactivators. Mol Cell Biol.

[12] Dhar SS, Ongwijitwat S, Wong-Riley MT (2008). Nuclear respiratory factor 1 regulates all ten nuclear-encoded subunits of cytochrome c oxidase in neurons. J Biol Chem.

[13] Dhar SS, Liang HL, Wong-Riley MT (2009). Transcriptional coupling of synaptic transmission and energy metabolism: role of nuclear respiratory factor 1 in co-regulating neuronal nitric oxide synthase and cytochrome c oxidase genes in neurons. Biochim Biophys Acta.

[14] Dhar SS, Ongwijitwat S, Wong-Riley MT (2009). Chromosome conformation capture of all 13 genomic loci in the transcriptional regulation of the multisubunit bigenomic cytochrome C oxidase in neurons. J Biol Chem.

[15] Scarpulla RC (2012). Nucleus-encoded regulators of mitochondrial function: integration of respiratory chain expression, nutrient sensing and metabolic stress. Biochim Biophys Acta.

[16] Satoh J, Kawana N, Yamamoto Y (2013). Pathway analysis of ChIP-Seq-based NRF1 target genes suggests a logical hypothesis of their involvement in the pathogenesis of neurodegenerative diseases. Gene Regul Syst Bio.

[17] Hossain MB, Ji P, Anish R, Jacobson RH, Takada S (2009). Poly(ADP-ribose) polymerase 1 interacts with nuclear respiratory factor 1 (NRF-1) and plays a role in NRF-1 transcriptional regulation. J Biol Chem.

[18] Herzig RP, Andersson U, Scarpulla RC (2000). Dynein light chain interacts with NRF-1 and EWG, structurally and functionally related transcription factors from humans and drosophila. J Cell Sci.

[19] Hsiao HY, Jukam D, Johnston R, Desplan C (2013). The neuronal transcription factor erect wing regulates specification and maintenance of Drosophila R8 photoreceptor subtypes. Dev Biol.

[20] Huo L, Scarpulla RC (2001). Mitochondrial DNA instability and peri-implantation lethality associated with targeted disruption of nuclear respiratory factor 1 in mice. Mol Cell Biol.

[21] Ross JM. Visualization of mitochondrial respiratory function using cytochrome c oxidase/succinate dehydrogenase (COX/SDH) double-labeling histochemistry. J Vis Exp. 2011:e3266.10.3791/3266PMC330859322143245

[22] Wang SW, Mu X, Bowers WJ, Klein WH (2002). Retinal ganglion cell differentiation in cultured mouse retinal explants. Methods.

[23] Mao CA, Kiyama T, Pan P, Furuta Y, Hadjantonakis AK, Klein WH (2008). Eomesodermin, a target gene of Pou4f2, is required for retinal ganglion cell and optic nerve development in the mouse. Development.

[24] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B (2012). Fiji: an open-source platform for biological-image analysis. Nat Methods.

[25] Chen H, Vermulst M, Wang YE, Chomyn A, Prolla TA, McCaffery JM, Chan DC (2010). Mitochondrial fusion is required for mtDNA stability in skeletal muscle and tolerance of mtDNA mutations. Cell.

[26] Li S, Chen D, Sauve Y, McCandless J, Chen YJ, Chen CK (2005). Rhodopsin-iCre transgenic mouse line for Cre-mediated rod-specific gene targeting. Genesis.

[27] Wong-Riley MT (2010). Energy metabolism of the visual system. Eye Brain.

[28] Furuta Y, Lagutin O, Hogan BL, Oliver GC (2000). Retina- and ventral forebrain-specific Cre recombinase activity in transgenic mice. Genesis.

[29] Wu F, Kaczynski TJ, Sethuramanujam S, Li R, Jain V, Slaughter M, Mu X (2015). Two transcription factors, Pou4f2 and Isl1, are sufficient to specify the retinal ganglion cell fate. Proc Natl Acad Sci U S A.

[30] Pan L, Deng M, Xie X, Gan L (2008). ISL1 and BRN3B co-regulate the differentiation of murine retinal ganglion cells. Development.

[31] Zhang XM, Yang XJ (2001). Regulation of retinal ganglion cell production by sonic hedgehog. Development.

[32] Dakubo GD, Wang YP, Mazerolle C, Campsall K, McMahon AP, Wallace VA (2003). Retinal ganglion cell-derived sonic hedgehog signaling is required for optic disc and stalk neuroepithelial cell development. Development.

[33] Edgar R, Domrachev M, Lash AE (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[34] Gao Z, Mao CA, Pan P, Mu X, Klein WH (2014). Transcriptome of Atoh7 retinal progenitor cells identifies new Atoh7-dependent regulatory genes for retinal ganglion cell formation. Dev Neurobiol.

[35] Mu X, Fu X, Beremand PD, Thomas TL, Klein WH (2008). Gene regulation logic in retinal ganglion cell development: Isl1 defines a critical branch distinct from but overlapping with Pou4f2. Proc Natl Acad Sci U S A.

[36] Mu X, Beremand PD, Zhao S, Pershad R, Sun H, Scarpa A, Liang S, Thomas TL, Klein WH (2004). Discrete gene sets depend on POU domain transcription factor Brn3b/Brn-3.2/POU4f2 for their expression in the mouse embryonic retina. Development.

[37] Pagliarini DJ, Calvo SE, Chang B, Sheth SA, Vafai SB, Ong SE, Walford GA, Sugiana C, Boneh A, Chen WK (2008). A mitochondrial protein compendium elucidates complex I disease biology. Cell.

[38] Calvo SE, Clauser KR, Mootha VK (2016). MitoCarta2.0: an updated inventory of mammalian mitochondrial proteins. Nucleic Acids Res.

[39] Wright AF, Chakarova CF, Abd El-Aziz MM, Bhattacharya SS (2010). Photoreceptor degeneration: genetic and mechanistic dissection of a complex trait. Nat Rev Genet.

[40] Ait-Ali N, Fridlich R, Millet-Puel G, Clerin E, Delalande F, Jaillard C, Blond F, Perrocheau L, Reichman S, Byrne LC (2015). Rod-derived cone viability factor promotes cone survival by stimulating aerobic glycolysis. Cell.

[41] Cronin T, Raffelsberger W, Lee-Rivera I, Jaillard C, Niepon ML, Kinzel B, Clerin E, Petrosian A, Picaud S, Poch O (2010). The disruption of the rod-derived cone viability gene leads to photoreceptor dysfunction and susceptibility to oxidative stress. Cell Death Differ.

[42] Virbasius JV, Scarpulla RC (1994). Activation of the human mitochondrial transcription factor a gene by nuclear respiratory factors: a potential regulatory link between nuclear and mitochondrial gene expression in organelle biogenesis. Proc Natl Acad Sci U S A.

[43] Koshiba T, Detmer SA, Kaiser JT, Chen H, McCaffery JM, Chan DC (2004). Structural basis of mitochondrial tethering by mitofusin complexes. Science.

[44] Meeusen S, McCaffery JM, Nunnari J (2004). Mitochondrial fusion intermediates revealed in vitro. Science.

[45] Meeusen S, DeVay R, Block J, Cassidy-Stone A, Wayson S, McCaffery JM, Nunnari J (2006). Mitochondrial inner-membrane fusion and crista maintenance requires the dynamin-related GTPase Mgm1. Cell.

[46] Taherzadeh-Fard E, Saft C, Akkad DA, Wieczorek S, Haghikia A, Chan A, Epplen JT, Arning L (2011). PGC-1alpha downstream transcription factors NRF-1 and TFAM are genetic modifiers of Huntington disease. Mol Neurodegener.

[47] Cam H, Balciunaite E, Blais A, Spektor A, Scarpulla RC, Young R, Kluger Y, Dynlacht BD (2004). A common set of gene regulatory networks links metabolism and growth inhibition. Mol Cell.

[48] Wang C, Li Z, Lu Y, Du R, Katiyar S, Yang J, Fu M, Leader JE, Quong A, Novikoff PM, Pestell RG (2006). Cyclin D1 repression of nuclear respiratory factor 1 integrates nuclear DNA synthesis and mitochondrial function. Proc Natl Acad Sci U S A.

[49] Poche RA, Zhang M, Rueda EM, Tong X, McElwee ML, Wong L, Hsu CW, Dejosez M, Burns AR, Fox DA (2016). RONIN is an essential transcriptional regulator of genes required for mitochondrial function in the developing retina. Cell Rep.

[50] Wang JL, Tong CW, Chang WT, Huang AM (2013). Novel genes FAM134C, C3orf10 and ENOX1 are regulated by NRF-1 and differentially regulate neurite outgrowth in neuroblastoma cells and hippocampal neurons. Gene.

[51] Agathocleous M, Love NK, Randlett O, Harris JJ, Liu J, Murray AJ, Harris WA (2012). Metabolic differentiation in the embryonic retina. Nat Cell Biol.

[52] Lunt SY, Vander Heiden MG (2011). Aerobic glycolysis: meeting the metabolic requirements of cell proliferation. Annu Rev Cell Dev Biol.

[53] Mathieu J, Ruohola-Baker H (2017). Metabolic remodeling during the loss and acquisition of pluripotency. Development.

[54] Domcke S, Bardet AF, Adrian Ginno P, Hartl D, Burger L, Schubeler D (2015). Competition between DNA methylation and transcription factors determines binding of NRF1. Nature.

[55] Westermann B (2010). Mitochondrial fusion and fission in cell life and death. Nat Rev Mol Cell Biol.

[56] Chen H, Chan DC (2005). Emerging functions of mammalian mitochondrial fusion and fission. Hum Mol Genet.

[57] Rai M, Katti P, Nongthomba U (2014). Drosophila Erect wing (Ewg) controls mitochondrial fusion during muscle growth and maintenance by regulation of the Opa1-like gene. J Cell Sci.

[58] Alexander C, Votruba M, Pesch UE, Thiselton DL, Mayer S, Moore A, Rodriguez M, Kellner U, Leo-Kottler B, Auburger G (2000). OPA1, encoding a dynamin-related GTPase, is mutated in autosomal dominant optic atrophy linked to chromosome 3q28. Nat Genet.

[59] Stone J, van Driel D, Valter K, Rees S, Provis J (2008). The locations of mitochondria in mammalian photoreceptors: relation to retinal vasculature. Brain Res.

[60] Bentmann A, Schmidt M, Reuss S, Wolfrum U, Hankeln T, Burmester T (2005). Divergent distribution in vascular and avascular mammalian retinae links neuroglobin to cellular respiration. J Biol Chem.

[61] Lovas JR, Wang X (2013). The meaning of mitochondrial movement to a neuron's life. Biochim Biophys Acta.

[62] Chang B, Hawes NL, Hurd RE, Davisson MT, Nusinowitz S, Heckenlively JR (2002). Retinal degeneration mutants in the mouse. Vis Res.

[63] Veleri S, Lazar CH, Chang B, Sieving PA, Banin E, Swaroop A (2015). Biology and therapy of inherited retinal degenerative disease: insights from mouse models. Dis Model Mech.

How the deposited data were processed for this re-analysis (not part of the article)

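RNA-seq of E13.5 retinas was analysed from 4 libraries, 2 wildtype and 2 *Nrf1* f/f*;Six3-Cre*, each made from 18 pooled retinas (9 pairs) according to the paper. The labels of the libraries give their genotype and replicate number, and the names of the columns match those labels. The authors aligned the reads to mm10 with Tophat and counted them per gene with HTSeq, and they deposited these whole-number counts without normalization. The release of the gene annotation is not named in the paper's text. The authors also deposited normalized values, which are on a log2 scale with the same value for a count of 0 in every library. The paper's text does not name how they were made. A count of 0 lay at 8.13, so folds of genes with few reads are smaller on this scale than from the counts. The step that the paper names for differential expression, Cuffdiff, works from the aligned reads, which were not used here.

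The counts of 24062 genes were used. The 5 summary rows that HTSeq adds stayed out of library sizes and tests. They made up 74.0% and 74.9% of all entries in the wildtype and 74.5% and 75.0% in the mutant libraries. Most of them were alignments that were not unique, 57.2%, 57.3%, 54.6% and 58.0% of all entries in the same order, and alignments outside annotated genes came to 16.7%, 17.5%, 19.7% and 16.9%. Genes that share sequence with a close copy lose reads in such counting, so the values of *Gapdh*, *Eno1*, *Pgk1*, the gamma-crystallin genes and the histone genes are uncertain. No gene of the mitochondrial chromosome was among the genes analysed here.

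Depth was similar in the 4 libraries, from 74577660 to 85933945 reads counted on genes. Intervals and standard errors cover counting error and the spread between 2 libraries per genotype, which limits their precision. PCR copies among the reads are not independent molecules. A gene at 3 counts or fewer in both libraries of a genotype was treated as being at the floor, and its fold is given only as a lower bound.

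Genes were filtered with edgeR's filterByExpr at its minimum count of 10, which left 15762 genes, and scaled with TMM factors. The quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 compared the genotypes without further terms, with Benjamini-Hochberg adjustment. A gene was called at a fold change of at least 1.4 and an adjusted p of at most 0.2, the thresholds in the paper. Standard errors were derived from the log2 fold change and its F statistic. In simulated counts drawn from the means and library sizes of these libraries, 195 of 15581 tested genes had a known change. Of these, 140 (71.8%) were called in the right direction, as were 81.2% of the 133 genes that changed at least 2-fold. Beside those 140 genes, 44 of 15386 unchanged genes were called. Far fewer genes changed in the simulation than the 3292 called in the data, so these rates do not carry over to the data.

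Lists of genes were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with adjustment over 19 lists and a threshold of 0.05. The fry test and camera with an estimated correlation were run beside it. The lists cover glycolysis, nuclear oxidative phosphorylation, cytochrome c oxidase, the mitochondrial ribosome, mitochondrial gene expression, cell cycle, p53 targets, stress response, sex-linked genes and markers of progenitors, photoreceptor precursors, amacrine and horizontal cells, ciliary margin, lens, pigment epithelium, macrophages and microglia, endothelium, periocular mesenchyme and erythroid cells.

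The design, thresholds, gene lists, alternatives and the rule for the genes named in the text were set before the data were examined. The rule covers the genes that the paper names for these libraries, the genes of the lists, and in each direction the 5 genes with the largest fold change among called genes whose genotypes do not overlap and whose mean is at least 5 CPM. The alternatives were DESeq2 1.42.0, scaling by library size only or by upper quartiles, other filters on low counts, the replicate number as a block, edgeR's exact test, other thresholds, marker genes of other tissues left out of the scaling, and each library left out in turn. Alternatives with a pseudocount on the normalized values were not run, because the deposited values were already on a log2 scale. The values as deposited were tested with limma in their place, and this was chosen after seeing the data.

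Gene coordinates, exons, transcript length and GC content come from the GENCODE annotation of GRCm38. Of the 15762 tested genes, 15594 had a length and GC content. The trend of log2 fold changes on both was removed with a local regression of span 0.3 where it was tested. The paper's analysis of gene ontology terms and its comparison with gene lists from other studies were not repeated here. The result for 1 further gene is not reported here.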

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

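The tests below on the levels of the cell type lists and on the ratio between the mutant libraries were chosen only after the results had been seen. The tests on further lens genes, on GC content and length, and on histone genes were chosen before their results were seen.

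Genes of the lens were higher in *Nrf1* f/f*;Six3-Cre* libraries. The paper's Table 3 lists a term for structural constituents of the eye lens among the genes it calls upregulated, and its text does not discuss them. The 22 lens genes had a median log2 fold change of 4.44, or 4.41 with *Crybb2*, which was at the floor in wildtype and at least 12.1-fold higher, set at its bound. All 22 were higher, 21 passed the thresholds and 22 did when adjusted over the list alone (camera adjusted p = 5.6e-10; fry adjusted p = 0.0648). They took 0.0224% and 0.0572% of gene counts in the wildtype and 1.22% and 0.480% in the mutant libraries. The most abundant, *Cryaa*, had 6746 and 14696 reads in wildtype and 333178 and 140420 in the mutant. In wildtype, 18 of the 22 had at least 1 CPM. The median was 3.54 without mutant replicate 1 and 4.96 without wildtype replicate 2. A lower share of retinal cells would raise the markers of every other tissue alike, but the lower quartile of the lens genes lay 2.19 (log2) above the highest upper quartile of the other lists. Lens cells in the mutant samples remain a candidate explanation. In 5 further lens genes, chosen without regard to their values, the median log2 fold change was 3.76. Whether such cells were taken along at dissection, or whether the mutant retina itself expresses lens genes, was not tested, and both stay open.

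Macrophage and microglia markers were also higher, and the paper does not discuss them as a group. The 13 genes had a median log2 fold change of 1.78, all 13 were higher and 12 passed the thresholds, also when adjusted over the list alone (camera adjusted p = 2.8e-08; fry adjusted p = 0.036). *C1qa* had the highest value, 2.19, and *P2ry12* the lowest, 0.16. All 13 had at least 1 CPM in wildtype, and none was in another list or picked by the study. A lower share of retinal cells as the whole cause is argued against by the lower quartile of these genes, which lay 0.815 (log2) above the upper quartile of the erythroid genes. Lens tissue that brings other cells with it is argued against by the mutant libraries, in which the median log2 ratio of replicate 1 to replicate 2 was -0.31 for these genes and 1.36 for the lens genes. More macrophages or microglia in the mutant retina may explain the increase, as a hypothesis found in the same data. Tissue around the eye that does not follow the lens stays open. *Cx3cr1*, a microglia gene that the study picked for Fig. 7a, is outside the list. It behaved alike, with a log2 fold change of 1.73 and a log2 ratio between the mutant libraries of -0.32. Whether its increase has the same source was not tested.

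A list of p53 targets was higher in the mutant libraries. The list does not include *Pmaip1*, a p53 target that the paper reports in Fig. 7e and by qRT-PCR, and the paper does not discuss the genes of the list as a group. The 17 genes had a median log2 fold change of 1.00, 16 were higher, and 11 passed the thresholds, also when adjusted over the list alone (camera adjusted p = 8.7e-08; fry adjusted p = 0.0274). *Cdkn1a*, with 247 and 109 reads in wildtype and 1311 and 1572 in the mutant, had a log2 fold change of 3.01, *Eda2r* one of 3.17 and *Ccng1* one of 1.00. *Fas*, at the floor in wildtype, was at least 6.62-fold higher. *Btg2* had the lowest value, -0.03, and it was 0.011 with upper-quartile scaling. Lens cells are argued against as the cause, because the 11 called genes had a median log2 ratio between the mutant libraries of -0.26, unlike the 1.36 of the lens genes. A trend with GC content or transcript length as the cause is argued against by the median of 1.04 after it was removed. That trend was small, with a median correction of -0.017 in this list and an SD of 0.051 over all genes. A p53 response in the mutant retina may explain the increase, and this is a hypothesis. A change in other cell types was not tested for these genes and stays open.

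The ribosomal RNA gene *Rn45s*, outside the genes the paper discusses, took 1.36% and 2.02% of gene counts in the wildtype and 4.04% and 3.82% in the mutant libraries, a log2 fold change of 1.23 (standard error 0.16, adjusted p = 0.000794 from edgeR). If the mutant libraries held more RNA without a poly(A) tail, histone mRNAs would rise with it. The 58 tested histone genes had a median log2 fold change of 0.15 with an upper quartile of 0.27, far below that of *Rn45s*, which argues against this explanation as the whole cause of the difference between the genotypes. Within wildtype, the histone genes did move with *Rn45s*, with a median log2 ratio of replicate 1 to replicate 2 of -0.57 against -0.60 for *Rn45s*, while in the mutant these ratios were -0.24 and 0.08. A contribution from such RNA therefore stays open, and the counts of histone genes are uncertain because their sequences are alike. Another difference in how ribosomal RNA was removed or primed stays open, as does a change in ribosomal RNA with the genotype, and neither was tested.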

How the results depend on the processing

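With 1268 genes called lower and 2024 higher, the counts stayed within 1.5 times these values for DESeq2 (1199 and 1901), library size only (1326 and 1946), upper-quartile scaling (1156 and 2167), no filter beyond 1 count (1258 and 1996), at least 10 counts in every library (1215 and 1883), the exact test (1309 and 2136), marker genes of other tissues left out of the scaling (1265 and 2032) and an adjusted p of at most 0.05 (1039 and 1445). Without a minimum fold they were 3076 and 3211, since more genes can pass. With the fold tested against 1.4 by glmTreat they were 743 and 1188, since that test asks for more evidence. With limma on the authors' deposited normalized values, an alternative chosen after seeing the data, they were 722 and 944, all of which were also called from the counts, and *Cox4i2* was at 44.3% of wildtype. The share of calls that were higher was 61.5%, 65.2% with upper-quartile scaling and 56.7% on the deposited values. No scaling moved the median of all genes by more than 0.040.

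The wildtype and mutant libraries share only their replicate numbers. The correlation of the deviations of libraries with the same number was -0.0025, and with the number as a replicate block 1256 genes were called lower and 1970 higher.

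With all 4 libraries, each alternative called the 123 genes of Table 4 lower and the 22 of Fig. 7a in the direction of the figure. For Fig. 7e the number was 34 of 35, except for 33 on the deposited values, 35 without a minimum fold and 27 with glmTreat. Among the single genes followed through the alternatives, 3 turned from just below 0 to just above it with upper-quartile scaling, *Btg2* to 0.011, *Nrf1* to 0.0060 and *Otx2* to 0.0062, each far smaller than 1.4-fold. With that scaling 2 others, *Slc16a1* and *Zic2*, newly passed and 1, *Hk1*, no longer passed. DESeq2 lost 1 call, that of *Ddx3y*. The exact test and the filter of at least 10 counts in every library each added 1, *Mrpl23*. On the deposited values 8 were lost, each by a change below 1.4-fold while its adjusted p from limma stayed at most 0.2.

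Leaving out 1 library leaves its genotype with a single library, so no test was made. Of the genes called, between 1126 and 1230 of the lower and between 1899 and 1940 of the higher genes still changed at least 1.4-fold. The ranges of the list medians across the 4 fits that each left out 1 library were -0.50 to -0.18 for amacrine and horizontal cells, -0.10 to -0.036 for cell cycle, -0.19 to -0.034 for cytochrome c oxidase, 1.05 to 1.20 for endothelium, 0.28 to 0.40 for erythroid cells, -0.38 to -0.31 for glycolysis, 1.46 to 1.95 for macrophages and microglia, 0.45 to 0.88 for periocular mesenchyme, 0.040 to 0.094 for mitochondrial gene expression, -0.28 to -0.20 for photoreceptor precursors, 0.87 to 1.36 for pigment epithelium, -0.13 to 0.0036 for progenitors, 0.0088 to 0.78 for sex-linked genes, 0.53 to 0.91 for stress response, -0.16 to -0.070 for oxidative phosphorylation and -0.13 to -0.071 for the mitochondrial ribosome. Periocular mesenchyme fell to 0.45 without wildtype replicate 2. The sex-linked genes reached 0.78 without wildtype replicate 1, and oxidative phosphorylation -0.16 and the mitochondrial ribosome -0.13 without mutant replicate 2.

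On the deposited values some list medians were smaller, at 0.40 for p53 targets, 1.09 for macrophages and microglia, 0.63 for endothelium and 0.46 for periocular mesenchyme. With at least 10 counts in every library, that of amacrine and horizontal cells was -0.0013. The list medians do not depend on the set test, but the calls do. Camera with a preset correlation passed 13 of 19 lists, 9 higher and 4 lower, and 6 of these also passed under fry. The lists that did not pass under fry were lens (4.44), periocular mesenchyme (0.73), pigment epithelium (1.05), stress response (0.73), erythroid cells (0.31), oxidative phosphorylation (-0.093) and the mitochondrial ribosome (-0.083). With a correlation estimated from the libraries none of the 19 passed, so that ciliary margin (1.09), endothelium (1.06), macrophages and microglia (1.78), p53 targets (1.00), glycolysis (-0.36) and photoreceptor precursors (-0.25) were lost as well, and the Table 4 genes (-1.56) also did not pass. With 2 libraries per genotype this correlation is estimated from very few values. The cause of these differences between the tests was not tested.

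The alternatives with a pseudocount were not run, because the deposited values were already on a log2 scale. The size of change of *Shh* and *Pgam2* depended on single libraries, and whether depth plays a part in this was not tested. Of the 134 single genes followed through the alternatives, 38 were counted as moved in size without mutant replicate 1. The numbers were 15 without wildtype replicate 1, 15 without wildtype replicate 2 and 7 without mutant replicate 2.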

Differences from the paper's values

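From the deposited counts, 1268 genes were called lower in *Nrf1* f/f*;Six3-Cre* retinas, and the paper's value is 488. For genes called higher, the number was 2024 against the paper's 595. None of the alternatives set before the data were examined brought either number within 1.5 times the paper's. With limma on the authors' deposited normalized values, which was chosen after seeing the values, the number called lower was 722, within 1.5 times the paper's 488, and the number called higher was 944, which was not within that range of 595.

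Several genes have values from another assay, qRT-PCR, in the paper. *Ccnd1* was at 54.4% of wildtype in the counts, against the paper's 10% in the text and about 36% in Fig. 6i, read by eye. Against the text, none of the alternatives set before the data were examined closed the gap. Against the figure, the values of 53.7% with scaling by library size only, 52.3% without wildtype replicate 1 and 52.3% without mutant replicate 2 fell within the range allowed, and the other alternatives did not. Those values lie only slightly below 54.4%. The paper's own RNA-seq fold for *Ccnd1*, -1.83 in Table 4, was close to the -1.84 from the counts, so the gap is to qRT-PCR only. *Gli1* was at 10.8% of wildtype in the counts against the paper's 30% in the text, and Fig. 6i shows about 13%, read by eye. Against the text, none of the alternatives set before the data were examined closed the gap, and on the authors' deposited normalized values, chosen after seeing the data, it was at 18.5%. Without mutant replicate 1 it was at 6.24%, which also lies outside the range allowed around the figure's value.

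The fold changes that Table 4 prints are signed folds, and on the scale of the authors' deposited normalized values 118 of its 123 genes match them to the printed decimals. On that scale, *Elavl3* had a fold change of -2.30 against the paper's -1.52, *Klhl1* -2.07 against the paper's -1.76, and *Th* -2.26 against the paper's -2.45. From the counts, the folds of *Elavl3*, *Klhl1* and *Th* lay further from the paper's values, and none of the alternatives set before the data were examined closed these gaps. *Tub*, at -2.18 against the paper's -2.38, and *Sez6l*, at -2.65 against -2.56, also missed the printed decimals but lay within the range allowed. From the counts, *Tub* was closer to the paper's value, at -2.30, and *Sez6l* was further from it, at -3.55.

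The paper presents the genes of Fig. 7a as the most affected. In the counts, *Gli1*, *Mstn* and *Krt73* fell further than most of the decreased genes of the figure, with log2 fold changes of -3.21, -2.99 and -2.78. *Gje1* rose further than the increased genes of the figure, with 5.03, and between 3.86 and 6.42 with each library left out in turn. The listed lens genes did so too, since the lower quartile of the 22 was 4.26 against 3.87 for *Capn3*, the figure's highest value. *Gje1* is not thereby shown to be apart from lens genes, since its log2 ratio between the mutant libraries, 1.78, lay within their 0.55 to 1.87. This ranking is from the counts, and folds on the deposited scale can be smaller, at -2.91 for *Nrn1* against -7.17 from the counts. Fig. 7e lists *Slc16a1* as increased. In the counts its log2 fold change was 0.47, below a 1.4-fold change, and it passed with upper-quartile scaling, at 0.51, and where no minimum fold was asked for. The text gives 121 genes in Table 4 and 41 for neuronal differentiation, and the printed table lists 123 and 42.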

Other observations

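The tests on the precision of the oxidative phosphorylation genes, on the spread of the Table 4 genes, on the scale of the Table 4 folds and on *Pgam2* were chosen only after the results had been seen. The numbers that separate the outcomes of several tests were also set after a first look at the values.

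Nuclear genes of oxidative phosphorylation changed little as a group, with an interquartile range of log2 fold changes from -0.21 to -0.01. A lack of precision is argued against, because for 76 of the 89 tested genes, or 85.4%, the 95% confidence interval excludes a 1.4-fold decrease. A trend with GC content or transcript length hiding a decrease is argued against by the median of -0.081 after it was removed. That trend was small here too, with a median correction of -0.028 in this list and an SD of 0.051 over all genes. These values describe mRNA in whole retinas at E13.5 and say nothing about enzyme activity. The 77 genes of the mitochondrial ribosome had a median of -0.08, and the 9 of mitochondrial gene expression one of 0.06, with *Tfam* at -0.11.

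The Table 4 genes that the paper places in RGCs did not fall by a single factor. The SD of their log2 fold changes was 2.75 times their median standard error. An even loss of RGCs and a change in expression within RGCs cannot be told apart here, because the genes were chosen on these libraries and expression in other cells would also make the falls unequal.

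The folds from the counts were larger than those printed in Table 4 by a median factor of 1.22, with *Tub* as the exception at 0.967 times the printed fold, and the median factor was 1.10 in the more abundant and 1.49 in the less abundant part of the genes. The scale of the authors' deposited normalized values is consistent with this, since 118 genes matched the printed fold on that scale.

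The increase in *Pgam2* varied between the mutant libraries, with a log2 ratio of replicate 1 to replicate 2 of 1.39. Among the lens genes this ratio lay between 0.55 and 1.87. Lens cells and a change in the retina cannot be told apart for this gene, because a single gene with few reads does not decide it. *Capn3* and *Vit*, which are among the genes of Fig. 7a, had ratios of 1.46 and 1.25.

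The remaining lists had the following median log2 fold changes. The ciliary margin markers were at 1.09 (camera adjusted p = 8.3e-05), endothelium at 1.06 (camera adjusted p = 4.6e-06), pigment epithelium at 1.05 (camera adjusted p = 0.000294), periocular mesenchyme at 0.73 (camera adjusted p = 0.000395), stress response at 0.73 (camera adjusted p = 0.000274) and erythroid cells at 0.31 (camera adjusted p = 0.0121). Cell cycle genes were at -0.07 and none of the 22 was called. The cyclin genes *Ccnd1* and *Ccnd2*, which are not in that list, were called lower and higher, with log2 fold changes of -0.88 and 1.09. The sex-linked genes were at 0.20, between -0.37 for *Xist* and 0.80 for *Ddx3y*, and at 0.78 without wildtype replicate 1. In 16 of the 19 lists, the calls were the same when adjusted over the list alone. The exceptions were lens, with 22 in place of 21, periocular mesenchyme, with 12 in place of 11, and pigment epithelium, with 8 in place of 7.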
